# Reduced levels of ALS gene *DCTN1* induce motor defects in *Drosophila*

**DOI:** 10.3389/fnins.2023.1164251

**Published:** 2023-06-09

**Authors:** Rebecca Borg, Paul Herrera, Angie Purkiss, Rebecca Cacciottolo, Ruben J. Cauchi

**Keywords:** *Drosophila*, amyotrophic lateral sclerosis, DCTN1, DCTN1-p150, DRED, CG9026, dynactin, CG9279

## Abstract

Amyotrophic lateral sclerosis (ALS) is a rapidly progressive neuromuscular disease that has a strong genetic component. Deleterious variants in the *DCTN1* gene are known to be a cause of ALS in diverse populations. *DCTN1* encodes the p150 subunit of the molecular motor dynactin which is a key player in the bidirectional transport of cargos within cells. Whether *DCTN1* mutations lead to the disease through either a gain or loss of function mechanism remains unresolved. Moreover, the contribution of non-neuronal cell types, especially muscle tissue, to ALS phenotypes in *DCTN1* carriers is unknown. Here we show that gene silencing of *Dctn1*, the *Drosophila* main orthologue of *DCTN1*, either in neurons or muscles is sufficient to cause climbing and flight defects in adult flies. We also identify Dred, a protein with high homology to *Drosophila* Dctn1 and human DCTN1, that on loss of function also leads to motoric impairments. A global reduction of Dctn1 induced a significant reduction in the mobility of larvae and neuromuscular junction (NMJ) deficits prior to death at the pupal stage. RNA-seq and transcriptome profiling revealed splicing alterations in genes required for synapse organisation and function, which may explain the observed motor dysfunction and synaptic defects downstream of *Dctn1* ablation. Our findings support the possibility that loss of *DCTN1* function can lead to ALS and underscore an important requirement for DCTN1 in muscle in addition to neurons.

## 1. Introduction

Amyotrophic lateral sclerosis (ALS) is a rapidly progressing, fatal neurodegenerative disease. Patients mostly present with weakness in either the limb or bulbar muscles resulting from degeneration of upper and/or lower motor neurons. This leads to a gradual decline in their mobility with death typically occurring around 3 years following clinical onset, mostly due to respiratory failure (Brown and Al-Chalabi, 2017; Van Es et al., 2017). Genetics plays a strong role in ALS pathoaethiology, hence, to date, more than 40 genes have been associated with the disease (Goutman et al., 2022). In admixed populations, a sizable number of ALS cases can be explained by dominant causal variants residing in *C9orf72*, *SOD1*, *TARDBP* and *FUS* genes (Zou et al., 2017). Deleterious variants in several other genes including the *DCTN1* gene are a rare cause of ALS globally although a founder effect can inflate their contribution to ALS in homogeneous populations (Borg et al., 2021; Farrugia Wismayer et al., 2023).

The *DCTN1* gene encoding the p150 subunit of the molecular motor dynactin has been identified as an ALS gene nearly two decades ago (Puls et al., 2003; Munch et al., 2004). The discovery underscored impaired axonal transport as a mechanism for motor neuron degeneration in ALS. Dynactin is a key player in the bidirectional transport of cargos including vesicles, organelles, RNAs and proteins along microtubules mediated through either dynein or kinesin (Deacon et al., 2003; Schroer, 2004; Ross et al., 2006; Haghnia et al., 2007). In mice, dominant missense mutations in the *DCTN1* homologue lead to a late-onset, slowly progressive motor neuron disease characterised by gait abnormalities, motor neuron loss, neuromuscular junction (NMJ) defects and, eventually, paralysis (Laird et al., 2008). Heterozygous mutations in *Dctn1* (also referred as *DCTN1-p150*), the homologous gene in *Drosophila* also leads to age-dependent motor deficits, reduced survival and synaptic abnormalities at the NMJ (Eaton et al., 2002; Lloyd et al., 2012). It is thought that missense mutations in the *DCTN1* gene lead to ALS phenotypes through a gain of function mechanism. However, it remains as yet unclear whether haploinsufficiency of DCTN1 plays a role in the disease process. Furthermore, the contribution of non-neuronal cell types, specifically muscle tissue, to ALS phenotypes in patients harbouring *DCTN1* mutations is not known.

Here, we present data demonstrating that reduced levels of Dctn1 specifically in neurons leads to an age-progressive decline in motoric ability and survival in *Drosophila*. Muscle-selective knockdown leads to similar phenotypes that nonetheless manifest in younger adult flies. We further identify a gene, named here as *Dctn1-related* or *Dred*, as having homology to *Drosophila Dctn1* and human *DCTN1*. Loss of *Dred* function in either muscle or neurons also leads to motor impairments. Interestingly, a global reduction of Dctn1 leads to paralysis of larvae and NMJ defects. Finally, RNA sequencing (RNA-seq) of these organisms followed by transcriptome analysis led to the identification of alterations in genes required for synapse organisation and function, hence allowing us to speculate that these may explain the motor dysfunction and synaptic defects downstream of *Dctn1* deficiency.

## 2. Methods

### 2.1. Fly culture and stocks

Flies were cultured on food consisting of sugar, corn meal, yeast and agar in plastic vials at an incubation temperature of 25°C under 12 h day/night cycles. The RNAi transgenic constructs *Dctn1-IR^1^* (ID: 3785), *Dred-IR^1^* (ID: 105109) and *Dred-IR^2^* (ID: 45052) were obtained from the Vienna *Drosophila* Resource Centre, Austria (Dietzl et al., 2007). The *Dcr-2* transgene and the GAL4 drivers were obtained from the Bloomington *Drosophila* Stock Centre (NIH P40OD018537) at Indiana University, United States. Constitutive expression of transgenes was driven by the *Act5C*-GAL4 whereas the *Mef2*-GAL4 and *elav*-GAL4 drivers were employed to induce expression specific to muscle and neurons, respectively. Combination of the various genetic tools was performed according to standard genetic crossing schemes.

### 2.2. Protein alignment

To determine % amino acid similarity and identity between human DCTN1 (NP_004073.2) and its *Drosophila* orthologues Dctn1 (NP_524061.1) and Dred (NP_649124.1), we utilised the DRSC Integrative Ortholog Prediction Tool (DIOPT, https://www.flyrnai.org/diopt). Alignment of the *Drosophila* proteins with their human counterpart was performed by Clustal Omega (EMBL-EBI).

### 2.3. Neuromuscular function assays

Larval mobility was assessed at 72 h (L3a) and 96 h (L3b) after egg laying. Briefly, third instar (L3) larvae (sex ratio, 1:1) of the appropriate genotype were first place on a 0.7% agar plate and allowed to acclimatise for 5 min. Subsequently, the number of forward body wall contractions exhibited by the organism in 30 s were counted. Each larva was assessed three times before an average was taken. A minimum of 15 larvae per genotype were assayed.

Climbing performance of male adult flies was assessed at different timepoints following eclosion. In brief, two empty polystyrene tubes were vertically joined by tape facing each other. Flies (15–20) were then transferred to the lower tube and allowed to acclimatise. Flies were then gently tapped down to the bottom of the tube. To determine the percentage climbing success rate, the number of flies per group, that climb above the 8 cm mark by 10 s were counted. For determination of the time for first fly, the time taken for the first fly within a group to cross the 8 cm mark was observed. Four trials were performed for each group of flies and a minimum of four groups were assayed per genotype.

Assessment of flight performance was determined on male adult flies through the use of the Droso-Drome apparatus as described previously (Lanfranco et al., 2017). This consisted of a 1 L glass bottle coated with an alcohol-based sticky fluid, and divided into 4 sectors, of 5 cm each, spanning a total height of 20 cm. In short, flies first underwent a ‘warm-up’ by inducing negative geotaxis in an empty tube for 3 times. Organisms were then dropped into the Droso-Drome to induce flight. The number of flies distributed in each sector was next counted, divided by the total number of flies dropped and multiplied by 100 to generate the percentage number of flies per sector. Fight ability correlates with the sector in which flies are distributed on landing, hence, fly percentages that are skewed towards the lower sectors of the Droso-Drome are indicative of reduced flight capacity. Four trials were performed for each group of flies and a minimum of four groups were assayed per genotype.

### 2.4. Assessment of adult fly survival

Male adult flies were maintained in vials at a density of 15 to 20 flies per vial. The percentage number of flies alive at each time point measured was determined by dividing the number of flies still alive by the initial number of flies in the vial and multiplying the value by 100. During their adult lifespan, flies were transferred to new vials routinely.

### 2.5. Immunohistochemistry of NMJs

Wandering L3 larvae were dissected in phosphate buffered saline (PBS) to expose the body wall muscles, then fixed in 4% paraformaldehyde in PBS and washed in PBS + 0.1% Triton X-100 (PBT). Tissues were then stained overnight at room temperature by mouse anti-Discs large antibody (1:1,000; Developmental Studies Hybridoma Bank, University of Iowa, United States). On the following day, tissues were washed in PBT and stained overnight at room temperature with anti-mouse Alexa Fluor 488-conjugated secondary goat antibody (1:50). After a final wash in PBT, the samples were mounted in 90% glycerol with anti-fade. Imaging was performed with the Optika B-600TiFL microscope (20x or 40x objectives) using brightfield and fluorescent light channels.

### 2.6. Analysis of NMJ morphology parameters

Analysis of NMJ morphology was done as described previously (Cacciottolo et al., 2019). The area of NMJs innervating ventral longitudinal muscles 6 and 7 derived from abdominal segments 2–3 was quantified by the ImageJ software (NIH). Branch number was determined by counting the number of arborisations containing at least two boutons within a single NMJ. To determine bouton numbers, all boutons were counted within a single NMJ.

### 2.7. RNA extraction

RNA was extracted from 12–15 L3b larvae of the desired genotype using the Qiagen RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) following manufacturer’s instructions. For quantitative RT-PCR, sex ratio of larvae was 1:1 whereas for RNA-seq, RNA was extracted from females larvae only. In brief, whole larvae were homogenized and lysed. Tissue lysates were then spun through genomic DNA eliminator spin columns to remove genomic DNA and RNeasy Mini spin columns were subsequently used to purify total RNA.

### 2.8. Quantitative RT-PCR

Quantification of *Dctn1* and *Dred* expression levels was achieved by amplifying the corresponding cDNA using the SOLIScript 1-step SolisGreen kit (Solis Biodyne, Tartu, Estonia) following manufacturer’s instructions. The primers were from Integrated DNA Technologies (Leuven, Belgium) and were specific for *Dctn1* (forward: 5′ – CGCACCAAGGAGAAGCTTAG – 3′; reverse: 5′ – GGTCGCGATCATAGATGGTT – 3′), *Dred* (forward: 5′ – CACGGCAGCATTTACTTCAA – 3′; reverse: 5′ – GAGTCGCCAAAAATTTTCCA – 3′) and housekeeping gene *RpL32* (forward: 5′ – TACAGGCCCAAGATCGTGAA – 3′; reverse: 5′ – GACAATCTCCTTGCGCTTCT – 3′). The transcriptional levels were calculated by the 2–ΔΔCt (Ct, cycle of threshold) method. ΔΔCt = ΔCt of experimental group – mean ΔCt of control groups. ΔCt = Ct (gene of interest) − Ct (housekeeping).

### 2.9. RNA-seq and data analysis

RNA-seq libraries from RNA samples (derived from female L3 larvae) were prepared and sequenced at the Beijing Genomics Institute, Denmark as described previously (Borg et al., 2023). Briefly, poly(A) mRNA was enriched using poly(T) oligo-attached magnetic beads. This was followed by fragmentation and subsequent first strand cDNA synthesis using random hexamer N6 primers and reverse transcriptase. Following end repair and adaptor ligation, cDNA fragments were PCR amplified and purified to generate single-stranded DNA circles in a final library. DNA nanoballs were finally generated by rolling circle replication, which underwent paired end sequencing (100 bp) on the BGI DNBseq platform.

Raw reads were filtered using SOAPnuke (Li et al., 2009) and clean reads were mapped to the reference *Drosophila* genome using HISAT2 (Kim et al., 2019). Transcript quantification was obtained using RSEM and normalized as fragments per kilobase of transcript per million mapped reads (FPKM) (Li and Dewey, 2011). Differentially expressed genes (DEGs) were identified by the DESeq2 algorithm with *p*-values adjusted for multiple comparisons by the Benjamini and Hochberg procedure, and differential expression of the genes determined using a false discovery rate (FDR) cut off of <0.05 (Love et al., 2014). DEGs with a > 2 fold change (log2FC > 1) were selected. Differentially spliced genes (DSGs) were detected using rMATS (Shen et al., 2014) and five types of alternative splicing events including skipped exon (SE), alternative 5′ splicing site (A5SS), alternative 3′ splicing site (A3SS), mutually exclusive exons (MXE) and retained Intron (RI) were defined. GO biological pathway analysis on DSGs and upregulated or downregulated DEGs was carried out using ShinyGO (Ge et al., 2020).

### 2.10. Statistical analysis

Values are presented as means ± SEM unless otherwise indicated. The unpaired *t*-test was used to compare measures between 2 groups whereas two-way ANOVA, followed by Dunnett’s *post hoc* test, was used for multiple comparisons with control (GraphPad Prism v9.4.1). Differences were deemed statistically significant if *p* < 0.05.

## 3. Results

### 3.1. Knockdown of the Drosophila DCTN1 orthologues *Dctn1* and *Dred*

The top-most predicted orthologue of DCTN1 in *Drosophila* is Dctn1 (CG9206). Compared to its human counterpart, Dctn1 has an amino acid similarity and identity of 54 and 33%, respectively (93% coverage) (Supplementary Figure S1A). Nonetheless, within the *Drosophila* genome we were able to identify a second gene (*CG9279*), named here as *Dctn1-related* or *Dred,* that encodes a protein that also has a high homology to DCTN1. Hence, Dred is 41% similar and 25% identical (74% coverage) to human DCTN1 (Supplementary Figure S1B). Dred and Dctn1, which compared to each other have 48% amino acid similarity and 31% amino acid identity (77% coverage), can be considered as paralogues. It must also be noted that the locus of *Dred* is shared with another gene (*CG46434*).

We employed the *UAS/*GAL4 system to activate RNAi transgenes targeting either *Dctn1* or *Dred* predicted mRNA transcripts (Figure 1A). On RNAi activation in the whole organism (*Act5c*-GAL4), constitutive knockdown of *Dctn1* was found to halt developmental progression, leading to flies perishing at the pupal stage. The stage of death is therefore later than that observed for null mutations in *Dctn1*, which are embryonic or early larval recessive lethals (Harte and Kankel, 1982). Global silencing of *Dred* had no effect on adult fly viability (Figure 1B). Selective expression of the *Dctn1*-specific RNAi transgene in either neurons (*elav*-Gal4) or muscle (*Mef2*-Gal4), even when knockdown was enhanced by co-expression of the *Dcr-2* transgene, was found to bypass lethality, hence, leading to viable adult flies (Figure 1B).

**Figure 1:**
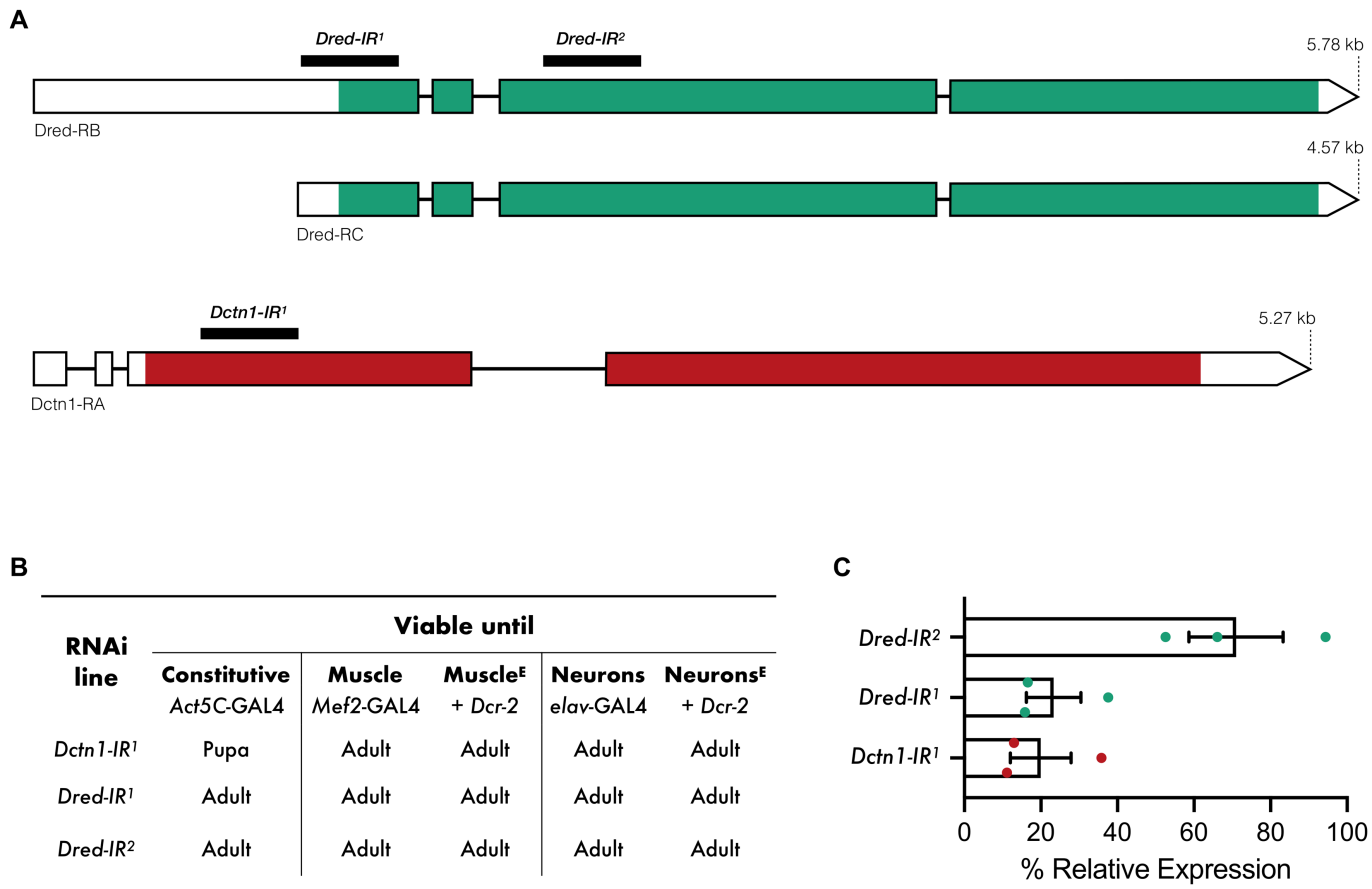
Viability outcomes and transcript expression on activation of RNAi transgenes targeting *Dctn1* or *Dred*. **(A)** Predicted *Dred* and *Dctn1* mRNA transcripts in *Drosophila* and regions targeted by RNAi constructs. **(B)** Viability outcomes of flies in which each RNAi transgene was activated either constitutively or in specific tissues by the indicated GAL4 drivers. Co-expression of Dcr-2, as indicated by E in superscript, was employed to enhance tissue-specific knockdown. **(C)** Expression of *Dctn1* or *Dred* relative to the housekeeping *RpL32* gene in L3b larvae in which the indicated RNAi transgene was constitutively expressed as determined by qRT-PCR. Each bar represents the mean ± SEM of three biological replicates with the respective data points superimposed on the bars.

We next assessed gene knockdown efficiency and specificity by performing quantitative RT-PCR (qRT-PCR) on RNA extracted from third instar (L3) larvae with constitutive expression of each transgenic construct. We show that activation of the *Dctn1-IR^1^* transgene, which targets the 5′ coding sequence of the *Dctn1* transcript, leads to a strong reduction in *Dctn1* transcript expression (20%) (Figure 1C). A robust knockdown was also observed on constitutive activation of the *Dred-IR^1^* transgene (23%) which targets the 5′ untranslated region and part of the exon 1 of the *Dred* transcript (Figure 1C). Moderate reduction in transcript levels (71%) were however noted for the *Dred-IR^2^* transgene which targets a downstream coding region of the *Dred* transcript (Figure 1C).

### 3.2. Motor impairment in adult flies with loss of *Dctn1* or *Dred* function

Given that the *Dctn1-IR^1^* and *Dred-IR^1^* transgenic constructs we identified were sufficient to decrease the respective transcript levels to a high degree, we asked whether loss of function of either *Dctn1* or *Dred* in disease-relevant tissues leads to an impairment in motoric ability, which is considered as the most obvious outward feature of ALS. First, we induced a knockdown of either *Dctn1* or *Dred* in muscle tissue, enhanced by co-expression of Dcr-2. Interestingly, the resulting adult flies had severe flight defects as early as day 5 post-eclosion as observed by a significant percentage that was distributed to the lower most sector (sector 1) of the Droso-Drome apparatus (Figure 2A). Climbing ability was also profoundly reduced in flies with muscle-specific *Dctn1* knockdown and totally abolished in young flies with muscle-exclusive loss of *Dred* function (Figure 2B). To better document the climbing defects we then assessed the time taken for the first fly out of a sample population to reach a predetermined threshold. Compared to control organisms, we observed a 2-fold or 6-fold increase in the time taken for flies with *Dctn1* or *Dred* muscle-selective gene silencing, respectively (Figure 2C). Although not effected in day 5 old flies, survival underwent a drastic reduction at day 15 post-eclosion only in flies with muscle-selective *Dred* knockdown (Supplementary Figure S2). We also note that motoric defects were specific to the adult stage given that we did not detect any locomotor abnormalities in larvae with the respective genotype compared to control (Supplementary Figure S3).

**Figure 2:**
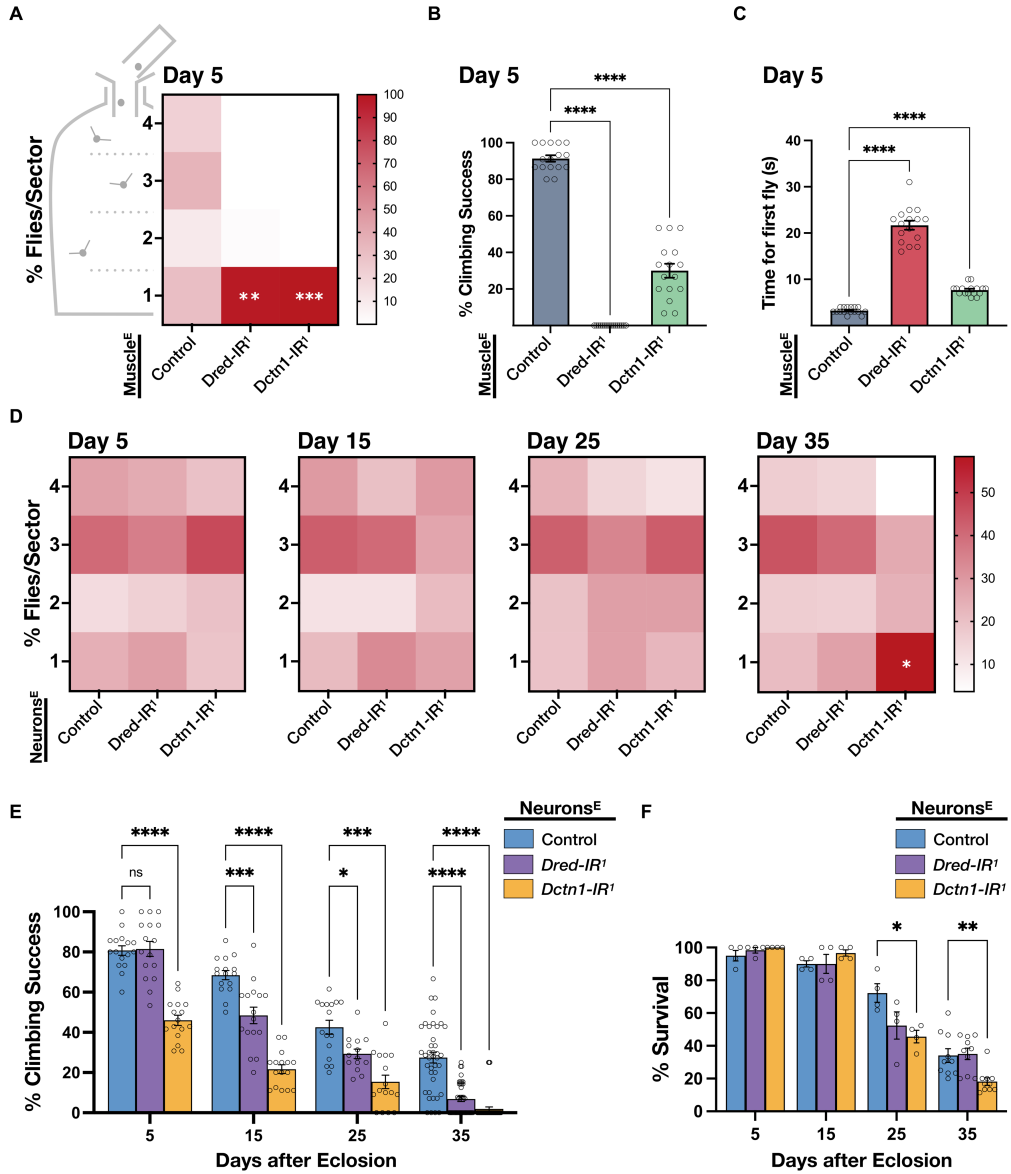
Knockdown of *Dctn1* or *Dred* induces motor deficits. **(A)** Heat map showing percentage distribution of flies landing in either of four sectors (4, top, 1, bottom) of the Droso-Drome apparatus after drop-off (4 replicates/genotype, *n* = 15 flies/replicate). Young adult flies with muscle-selective (*Mef2*-GAL4) expression of the indicated RNAi transgenes, enhanced by *Dcr-2*, had significant flight defects compared to the control. **(B)** Climbing ability of young adult flies with enhanced reduction of Dctn1 or Dred in muscle was significantly impaired compared to the control. **(C)** Time taken for the first fly out of a sample population to reach a predetermined threshold was significantly longer in flies in which *Dred-IR^1^* or *Dctn1-IR^1^* activation was restricted to muscle tissue. **(D)** Heat maps showing percentage number of organisms per sector for flies with neuron-selective (*elav*-GAL4) expression of the indicated RNAi transgenes, enhanced by *Dcr-2*, that were assessed at different timepoints throughout adulthood and compared to age-matched controls (≥4 replicates/genotype, *n* ≥ 15 flies/replicate). Flight defects were apparent on brain-specific knockdown of *Dctn1* in old flies. **(E)** Climbing ability of adult flies with enhanced brain-exclusive *Dctn1* or *Dred* loss of function compared to control and assessed at different time points. **(F)** Survival of adult flies in which Dctn1 or Dred RNAi was induced specifically in neurons. Flies with neuron-specific *Dctn1* knockdown have reduced survival during late stages of adulthood. For graphs, each bar represents the mean ± SEM of at least 4 independent experiments superimposed on the bars (for each genotype, *n* ≥ 15 flies/replicate). Significance was tested by two-way ANOVA with Dunnett’s *post hoc* test and for all data, ^*^p = 0.01, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001. Enhanced knockdown was achieved by co-expression of *Dcr-2* (indicated by E in superscript). Control expressed both driver and *Dcr-2*.

Next we generated adult flies with neuron-specific knockdown of *Dctn1* or *Dred* enhanced by co-expression of Dcr-2. We observed that flies had no significant flight behaviour differences compared to control until late adulthood, where a significant number of flies with brain-selective knockdown of *Dctn1* but not *Dred* were flight impaired which is indicative of an age-dependent decline in flight capacity (Figure 2D). On assessment of climbing ability, we noticed that reduced levels of either Dctn1 or Dred, specifically in neurons, induced an age-progressive decline in the climbing performance success rate, which started earlier and was relatively worse in flies with *Dctn1* knockdown (Figure 2E). Survival was also negatively affected in day 25- and day 35-old adult flies with neuron-selective activation of the *Dctn1-IR^1^* but not *Dred-IR^1^* transgene (Figure 2F). We did not observe any motoric defects in larvae with neuron-selective loss of either *Dred* or *Dctn1* (Supplementary Figure S3). In summary, these findings support an important role for Dctn1 or Dred in normal neuromuscular behaviour of adult flies, required in both compartments of the motor unit.

### 3.3. Constitutive *Dctn1* deficiency induces reduced muscle contraction and NMJ defects in larvae

Considering that constitutive knockdown of *Dctn1* induced lethality prior to the adult stage, we wondered whether we could also uncover neuromuscular deficits in larvae during an earlier developmental stage. To this end, we focused on third instar (L3) larvae and assessed their mobility. We show that flies with global *Dctn1* knockdown experienced a significant drop in the body wall contraction rate at the early L3a stage (72 h after egg laying) that declined further after the next 24 h (L3b wandering stage) (Figure 3A). We next questioned whether we can link the motor deficits observed on loss of *Dctn1* function with defects in motor synapses, which are a well-recognised sign of ALS pathophysiology (Dadon-Nachum et al., 2011; Verma et al., 2022). To this end, we dissected wandering L3b larvae and examined the NMJs of motor neurons innervating their abdominal muscles. On visual inspection, we observed that loss of *Dctn1* function induced an obvious decrease in NMJ span and complexity (Figure 3B). To quantify these defects, we measured several NMJ morphology parameters including area, number of branches and bouton numbers which were all significantly depressed upon reduction in Dctn1 levels (Figure 3C). In sum, we present data that underscore a role for Dctn1 in synapse organisation and function within the NMJ.

**Figure 3:**
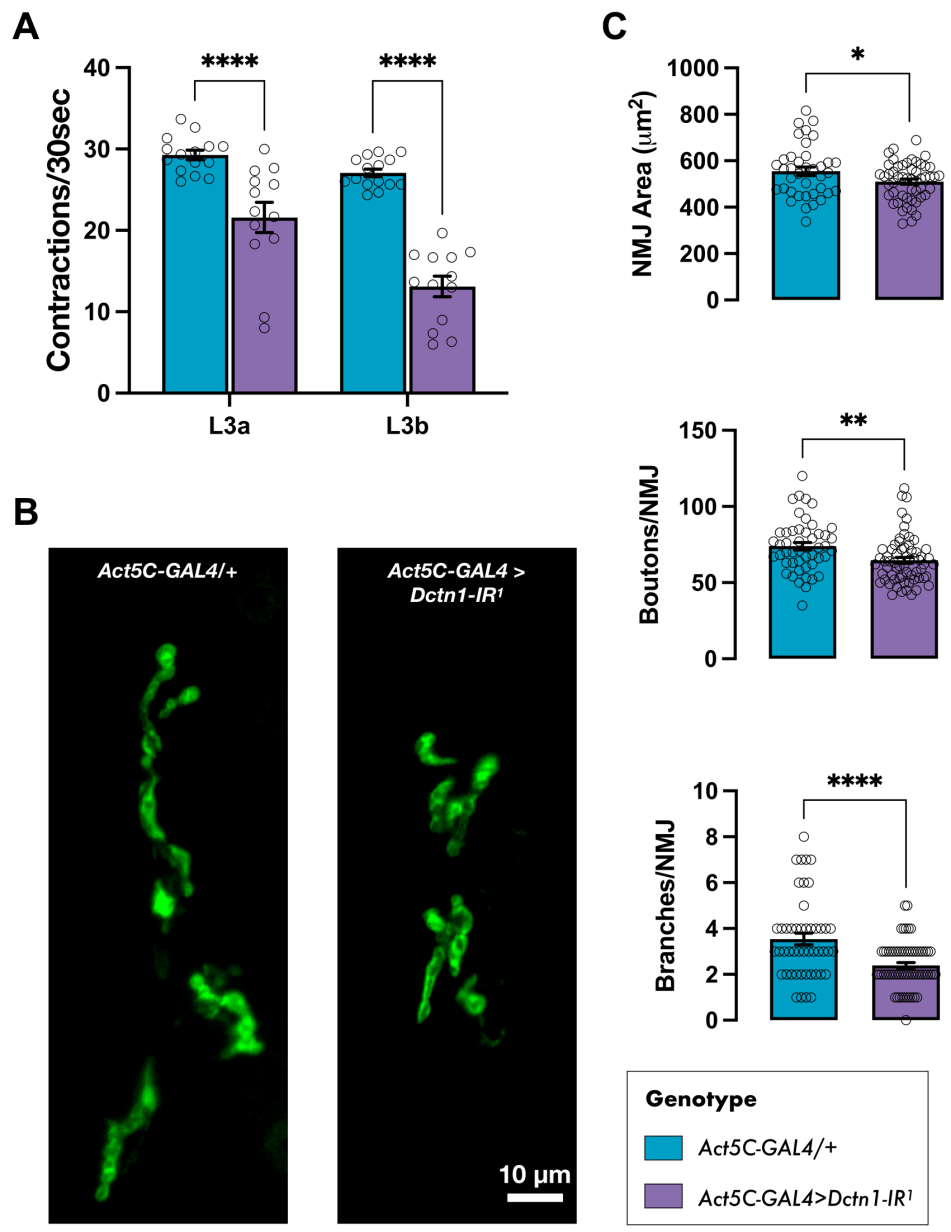
Loss of *Dctn1* disrupts larval mobility and induces NMJ defects. **(A)** Body wall contraction rate of L3 larvae with global downregulation of *Dctn1* assessed at 72 h (L3a) and, subsequently, 96 h (L3b) after egg laying (*n* ≥ 13/genotype). **(B)** Representative DLG-stained NMJs innervating ventral longitudinal muscles 6 and 7 in L3b larvae with constitutive knockdown of *Dctn1*. **(C)** Quantification of various NMJ parameters including synaptic area, bouton numbers and number of branches per NMJ (*n* ≥ 38 NMJs derived from ≥15 larvae/genotype). For graphs, each bar represents the mean ± SEM of several independent experiments superimposed on the bars. Significance was tested by two-way ANOVA with Dunnett’s *post hoc* test or the unpaired *t*-test and for all data, ^*^p = 0.01, ^**^p < 0.01, and ^****^p < 0.0001.

### 3.4. Transcriptional response to loss of *Dctn1*

Finally, to identify the molecular changes responsible for the neuromuscular deficits downstream of *Dctn1* loss of function, we carried out RNA-seq in larvae with constitutive downregulation of *Dctn1*. 

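RNA from whole female L3b larvae was sequenced, with 3 libraries from larvae in which *Act5C*-GAL4 activated the *Dctn1* RNAi transgene and 3 libraries from driver only control larvae. According to the paper's methods, each library came from 12 to 15 larvae. The sample labels number the knockdown replicates 1, 2 and 3 and the control replicates 2, 3 and 4. The age of L3b larvae is 96 h after egg laying in the paper and 96 h after hatching in the sample labels. The paper describes paired end reads of 100 bp from the BGI DNBseq platform, whereas the sample labels name an Illumina HiSeq instrument. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 and quantified transcripts with RSEM, and the paper's text does not name the genome build. They deposited FPKM values of 13858 genes, rounded to 2 decimals, without read counts. Of these genes, 102 were added to the annotation by the sequencing centre and 677 were listed at 0 in every library. Relative to the mean over the 6 libraries, the sum of the FPKM values was 107%, 102% and 104% in control replicates 2, 3 and 4, and 98.02%, 95.5% and 94.2% in knockdown replicates 1, 2 and 3. Since FPKM values carry no totals, the absolute depth of each library is unknown. Relative depth was estimated from 426 genes taken as nearly silent, whose lowest values above 0 would then stand for few reads. They were listed at 0 in at least 2 libraries and under 3 FPKM in all. A listed 0 may also come from the quantification, as 4 of 84 ribosomal protein genes were at 0 in at least 1 library. In the 15 pairs of libraries, the most frequent ratio lay between 0.959 and 1.04, but only a minority of the genes in each pair shared it. No difference in depth was detected between libraries, but with so few genes a small one cannot be excluded. From there, log2(FPKM + 0.1) was tested with limma for the 9978 genes with a mean FPKM of at least 0.5, and p-values were adjusted by the Benjamini-Hochberg procedure. Fold changes are thus on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. A gene was called as a DEG at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the paper's methods. The median log2 fold change of all tested genes was 0.16, and it was -0.01 once the libraries were rescaled by median-of-ratios factors.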

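*Dctn1*, listed in the file as DCTN1-p150 with gene ID 39536, lies on chromosome arm 3L from 13929387 to 13934656 of BDGP6.54. This build is that of the annotation used here, as the file itself gives no coordinates. The gene had an FPKM of 14.3 ± 1.58 (SD, n = 3 libraries) in driver control larvae and 7.38 ± 0.557 (SD, n = 3) in knockdown larvae, or 51.5% ± 6.90 of the control. All 3 knockdown libraries lay below all 3 control libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -0.94 (standard error 0.13, adjusted p = 0.00737 from limma with Benjamini-Hochberg adjustment), and it stayed between -1.04 and -0.89 when each library was left out in turn. The alternative that moved it most was the median-of-ratios scaling, with -1.12, past the fold change threshold that the value without scaling did not reach. In limma's TREAT test against a 1.5-fold change, which was applied to single genes after the data had been seen, the adjusted p was 0.515. *Dred*, listed as CG9279 with gene ID 40124, lies on 3L from 19538425 to 19544205 and shares this locus with *CG46434*, which has no entry in the file. Reads from the shared locus could thus have been assigned to *Dred*. Its FPKM was 0.883 ± 0.192 (SD, n = 3) in control and 0.933 ± 0.0723 (SD, n = 3) in knockdown larvae, with a log2 fold change of 0.09 (standard error 0.21, adjusted p = 0.821 from limma with Benjamini-Hochberg adjustment). This difference was smaller than the spread between replicates, and its sign changed with the scaling, to -0.07 under median-of-ratios. The housekeeping gene *RpL32* had an FPKM of 2563 ± 30.9 (SD, n = 3) in control and 2830 ± 140 (SD, n = 3) in knockdown larvae. Its log2 fold change was 0.14 (adjusted p = 0.495 from limma with Benjamini-Hochberg adjustment), close to the median of all genes.

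**Figure D1:**
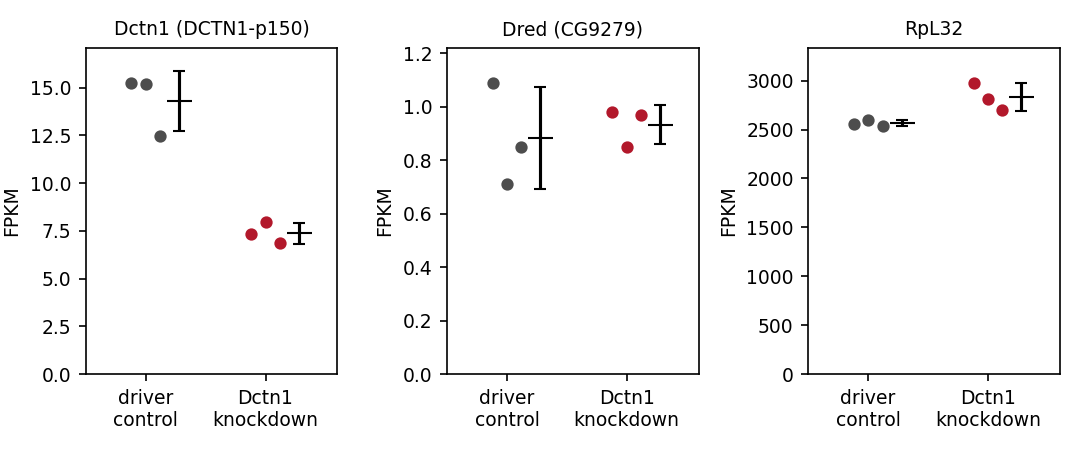
FPKM of Dctn1, Dred and RpL32 in each library of driver control (grey) and Dctn1 knockdown (red) larvae, with the mean and SD of 3 libraries as a bar beside the points. Dctn1 lay at 7.38 on average in the knockdown against 14.3 in the control, while the groups overlapped for Dred.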

We found 317 differentially expressed genes (DEGs) of which 176 were downregulated and 141 were upregulated (Figure 4A, Supplementary Material Dataset S1). 

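In the FPKM values, 290 genes passed both thresholds, of which 108 were lower and 182 higher in knockdown larvae. With the libraries rescaled by median-of-ratios factors, 234 genes passed, with 120 lower and 114 higher, so that the share of higher genes moved from 62.8% to 48.7%. All 290 DEGs had every knockdown library on one side of every control library, which the thresholds make likely, so it is not added evidence. Among all tested genes, 33.5% were separated in this way, whereas chance gives 10% for a single gene. Genes are not independent, and a shift of all genes could also separate them. The excess therefore does not measure effects on single genes. Without the fold change threshold, 670 genes had an adjusted p under 0.05. This number was 324 with median-of-ratios scaling, 315 with quantile normalization and 1764 with estimated sample weights. These weights were 4.68 for control replicate 2 and 0.538 and 0.341 for control replicates 3 and 4. The controls in the weighted fit are thus mainly 1 library. With single libraries left out, the number of genes ranged from 265 to 457. When each library was left out in turn, between 227 and 271 genes passed both thresholds. Without control replicate 2, the count of lower genes was 69, which is the lowest of these fits. Of the 317 genes in Dataset S1, which the authors called with DESeq2 on the same libraries, 300 were tested and all 300 changed in the same direction. Among them, 227 were called here, with 105 lower and 122 higher, and none was called in the opposite direction. A further 63 genes were called here only, of which 60 were higher in the knockdown. After median-of-ratios scaling, 13 of these 63 genes were still called.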

Only 2 downregulated transcripts were annotated as novel. 

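The genes in Dataset S1 that were added to the annotation by the sequencing centre are BGI_novel_G000057 and BGI_novel_G000061, which the file lists without a position. Both were higher in knockdown larvae. BGI_novel_G000057 had an FPKM of 9.73 ± 3.98 (SD, n = 3 libraries) in control and 35.3 ± 6.26 (SD, n = 3) in knockdown larvae, a log2 fold change of 1.92 (standard error 0.31, adjusted p = 0.0181 from limma with Benjamini-Hochberg adjustment). Its adjusted p rose to as much as 0.0795 when single libraries were left out and was 0.126 in the TREAT test. BGI_novel_G000061 had an FPKM of 0.360 ± 0.0346 (SD, n = 3) in control and 1.82 ± 0.735 (SD, n = 3) in knockdown larvae, a log2 fold change of 1.99 (standard error 0.30, adjusted p = 0.00935 from limma with Benjamini-Hochberg adjustment). Its adjusted p stayed at or below 0.0397 with single libraries left out but was 0.0700 in the TREAT test.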

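The GO terms that the file lists for each gene were tested among the DEGs called from the FPKM values, against the 7361 tested genes that carry a biological process term. Among 65 downregulated DEGs in this background, 15 belonged to chitin-based cuticle development, which holds 107 of the tested genes, a 15.9-fold enrichment (adjusted p = 6.82e-14, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 terms). They included the larval cuticle protein genes *Lcp3*, *Lcp4*, *Lcp9* and *Lcp65Ab1*, and the last of these has a near-identical copy, *Lcp65Ab2*, with which reads may be exchanged. The same 15 genes made up the hits of the wider term cuticle development (12.8-fold). Lipid catabolic process had 8 hits among its 40 genes (22.6-fold, adjusted p = 2.92e-09 from the same test), among them *Lip3*, *mag* and *CG17192*. Carbohydrate metabolic process had 9 hits among 94 genes (10.8-fold, adjusted p = 1.63e-07), which included *Amy-p* and *Amy-d*, a pair of near-identical genes. Cytolysis had 2 hits among 7 genes, the lysozyme genes *LysB* and *LysP* (32.4-fold, adjusted p = 0.00188). It had no hit in 4 of the 6 fits that each left out a library, namely those without knockdown replicate 1 or control replicate 2, 3 or 4. For innate immune response, 1 of 96 upregulated DEGs was a hit, *TotC*, where the term holds 95 tested genes (0.807-fold, adjusted p = 0.715). The enrichment of this term was 3.52-fold without control replicate 3 (adjusted p = 0.0320) and 3.65-fold with estimated sample weights (adjusted p = 0.0117). In the other alternatives it lay between 0 and 2.40-fold, with adjusted p-values of 0.130 or more. The terms for disaccharide and maltose metabolism are not among those listed in the file.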

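Lists of genes drawn up from gene symbols were tested as sets with camera at an inter-gene correlation of 0.01, and p-values were adjusted over 15 lists. The lists of cuticle, lysozyme, maltase and amylase, immune and Turandot genes were written after reading Fig. 4B and Dataset S1, so they are not independent of these libraries. Of 121 cuticle protein genes in the file, the 71 that were tested had a median log2 fold change of -0.76 (adjusted p = 3.70e-20). With no filter on low values the median was -0.30 (adjusted p = 7.72e-14). Of the 71 genes, 20 had an adjusted p under 0.05 over all genes tested and 23 when adjusted over the list alone. The 6 lysozyme genes, some of which are near-identical, had a median of -1.61 (adjusted p = 1.83e-05), with 2 genes passing over all genes and 4 adjusted over the list alone. The 12 maltase and amylase genes had a median of -1.05 (adjusted p = 3.75e-13), with 6 genes passing over all genes and 8 adjusted over the list alone. The 37 genes of antimicrobial peptides and peptidoglycan recognition proteins had a median of 0.54 (adjusted p = 0.387), with 3 genes passing in either adjustment. The list passed with median-of-ratios scaling (median 0.36, adjusted p = 0.0204) and with quantile normalization (median 0.45, adjusted p = 0.0234), and over all alternatives the adjusted p ranged from 0.00864 to 0.879. In control replicate 3, the mean log2 value of this list was 4.43, against 2.97 and 2.86 in control replicates 2 and 4 and 4.57, 4.18 and 4.36 in knockdown replicates 1, 2 and 3. Without control replicate 3, the median was 1.39 (adjusted p = 0.00864). Of 7 Turandot stress genes in the file, *TotA* and *TotC* were tested and had a median of 4.01 (adjusted p = 0.0233, or 0.0735 with the replicate number as a block). With no filter the median of this list was 1.71 (adjusted p = 0.00557). Under fry, another set test, 9 lists had an adjusted p under 0.05, of which 6 were also called by camera, among them the cuticle, lysozyme, maltase and amylase and Turandot lists. With the inter-gene correlation estimated from the 6 libraries, 0 lists passed, and 3 lists had an unadjusted p under 0.05.

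**Figure D2:**
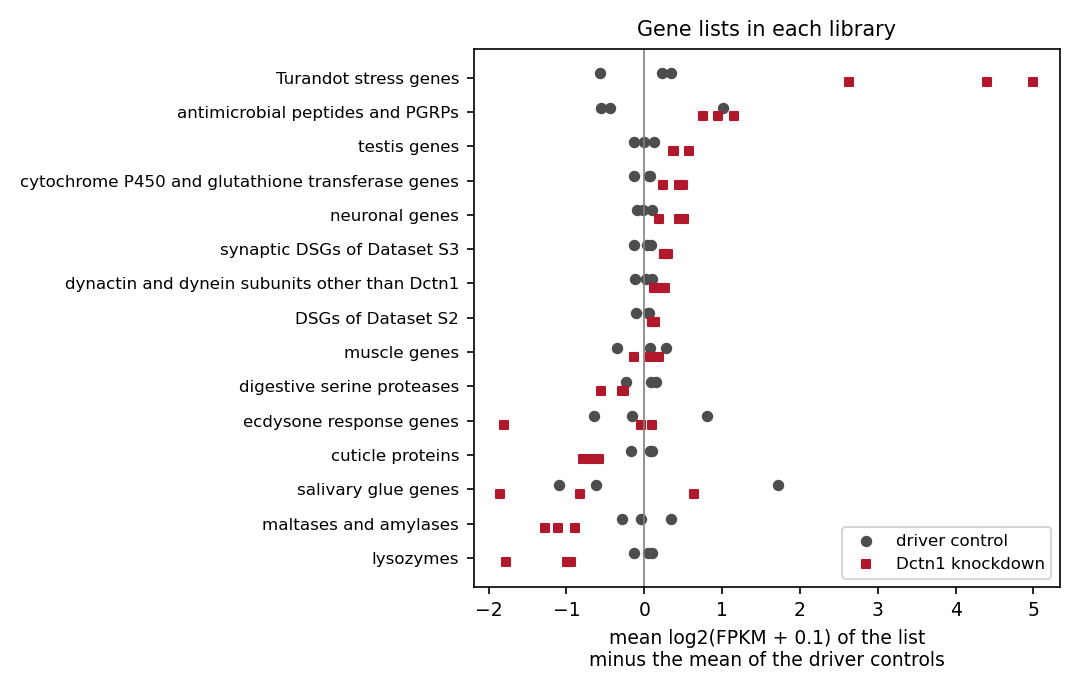
Mean log2(FPKM + 0.1) of each gene list in each library, minus the mean of the 3 driver control libraries, for driver control (grey circles) and Dctn1 knockdown (red squares) larvae. Control replicate 3 lay among the knockdown libraries for the antimicrobial peptide list, and the knockdown libraries lay below the controls for the cuticle, lysozyme, and maltase and amylase lists.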

Gene Ontology (GO) biological pathway enrichment analysis on DEGs revealed a downregulation of processes associated with cuticle development, cytolysis and metabolism, and an upregulation in the innate immune response (Figure 4B). Interestingly, RNA-seq also revealed 59 differentially spliced genes (DSGs) upon *Dctn1* gene silencing, of which 10 had an alternative 3′ splice site (A3SS), 17 had an alternative 5′ splice site (A5SS), 10 had a mutually exclusive exon (MXE), 23 had a retained intron (RI) and 14 had a skipped exon (SE) (Supplementary Material Dataset S2). 

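The deposited values are summed per gene and do not measure splicing events, so that only the level of a spliced gene can be given. The polyubiquitin gene *Ubi-p63E*, with gene ID 38456, lies on 3L from 3899259 to 3903184 of BDGP6.54. The file lists 36 transcripts for it, of which 32 were added by the sequencing centre, and it ranked 13 among the genes by number of listed transcripts. Its FPKM was 389 ± 61.2 (SD, n = 3 libraries) in control and 341 ± 57.6 (SD, n = 3) in knockdown larvae. The log2 fold change was -0.19 (standard error 0.18, adjusted p = 0.525 from limma with Benjamini-Hochberg adjustment), a difference smaller than the spread between replicates. In Dataset S2, 11 of the 59 DSGs have more than 1 type of event. The file lists a transcript added by the sequencing centre for 48 of the 59 DSGs and for 2269 of all genes.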

Several transcripts were subjected to more than one mode of alternative splicing, and the transcript encoded by the polyubiquitin gene *Ubi-p63E* (*CG11624*) was affected by all modes (Supplementary Figure S4). GO biological pathway analysis on DSGs revealed an enrichment of terms associated with synapse signalling and organisation including protein localisation (Figure 4C, Supplementary Material Dataset S3). 

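All 59 DSGs are in the FPKM table, and 58 of them were tested for a change in level. GO terms in the file were compared between DSGs and the 5331 tested genes that have more than 1 listed transcript and carry a term, since a gene with a single transcript could hardly be detected as spliced. These tests were chosen after the data had been seen. Of the 57 DSGs in this background, 15 had a term that contains the letters synap, compared with 447 genes in the background. This was a 3.14-fold enrichment (adjusted p = 1.61e-04, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 7 terms). The letters could also match meiotic terms such as synapsis, which were not taken out. When genes with 1 listed transcript were kept in the background, the enrichment was 4.04-fold. Chemical synaptic transmission had 6 hits among 47 genes (11.9-fold, adjusted p = 6.12e-05 from the same test). Synapse organization, with 36 genes, and synapse assembly, with 22, had 0 hits among the terms that the file gives directly to each gene (unadjusted p = 1 for both).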

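The cellular component term synapse was carried by 3 of the DSGs and by 65 genes with more than 1 listed transcript, a 4.32-fold enrichment (adjusted p = 0.0555, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). With genes of a single transcript kept in the background, it was 5.56-fold (adjusted p = 0.0274). The term postsynaptic membrane had 3 hits among 33 genes (8.50-fold, adjusted p = 0.0118 from the same test). Plasma membrane had 9 hits among 498 genes, which was 1.69-fold (adjusted p = 0.112), and 2.19-fold with genes of a single transcript in the background (adjusted p = 0.0274).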

The synapse was also one of the most enriched GO cellular component terms (Figure 4D). Overall, RNA-seq data revealed several transcriptome alterations that may explain the synaptic deficits and the consequential motor dysfunction resulting from loss of *Dctn1* function.

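The level of most spliced genes changed by less than 2-fold. Of the 58 DSGs tested, 54 had an absolute log2 fold change of 1 or less, and 3 were called as DEGs, namely *CG1909*, *CG13325* and *MtnA*. Their median log2 fold change was 0.21 (camera, adjusted p = 0.826; fry, adjusted p = 0.0273), near the median of all tested genes. The 16 synaptic DSGs of Dataset S3 had a median of 0.23 (camera, adjusted p = 0.288; fry, adjusted p = 0.0212), which fell to 0.05 after median-of-ratios scaling. While camera compares a list with the other genes, fry tests it against no change, and the shift of all genes is not taken out. They ranged from -0.45 to 1.99, the highest being *CG1909*. Apart from *CG1909*, only *unc-13* had an adjusted p under 0.05, with a log2 fold change of 0.78 (standard error 0.12, adjusted p = 0.00924 from limma with Benjamini-Hochberg adjustment). The FPKM of *unc-13* was 9.17, 8.66 and 8.11 in the control libraries and 14.7, 14.1 and 15.9 in the knockdown libraries. Among these 16 genes, 2 passed over all genes tested and 4 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. From the changes in expression and splicing, with synaptic genes among the DSGs, the paper proposes an explanation for the synaptic deficits and the motor dysfunction of larvae that lack *Dctn1* function.

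**Figure D3:**
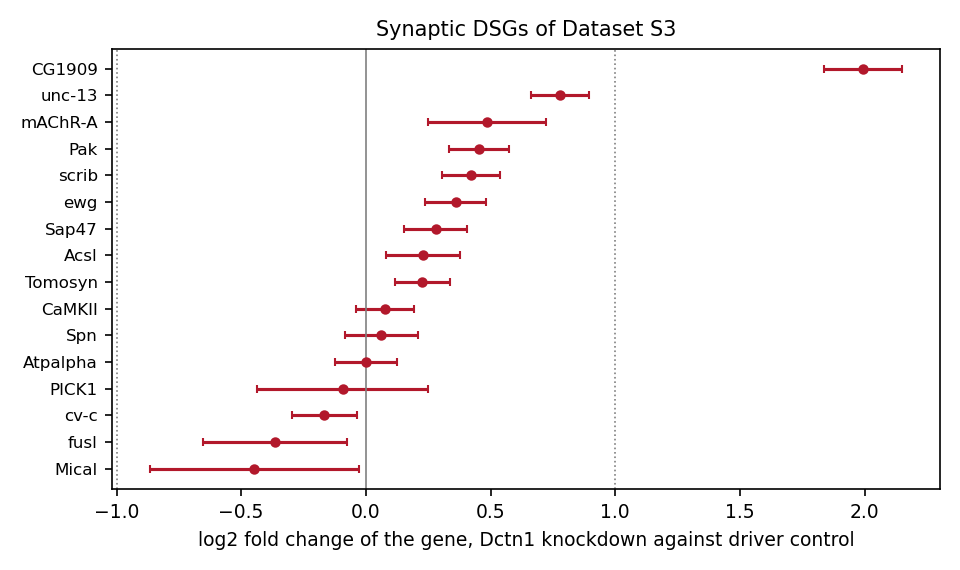
Log2 fold change of the level of each synaptic DSG of Dataset S3 in Dctn1 knockdown against driver control larvae, with the standard error from limma as a bar and dotted lines at -1 and 1. The gene CG1909 lay at 1.99 and the other 15 genes lay between the dotted lines.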

**Figure 4:**
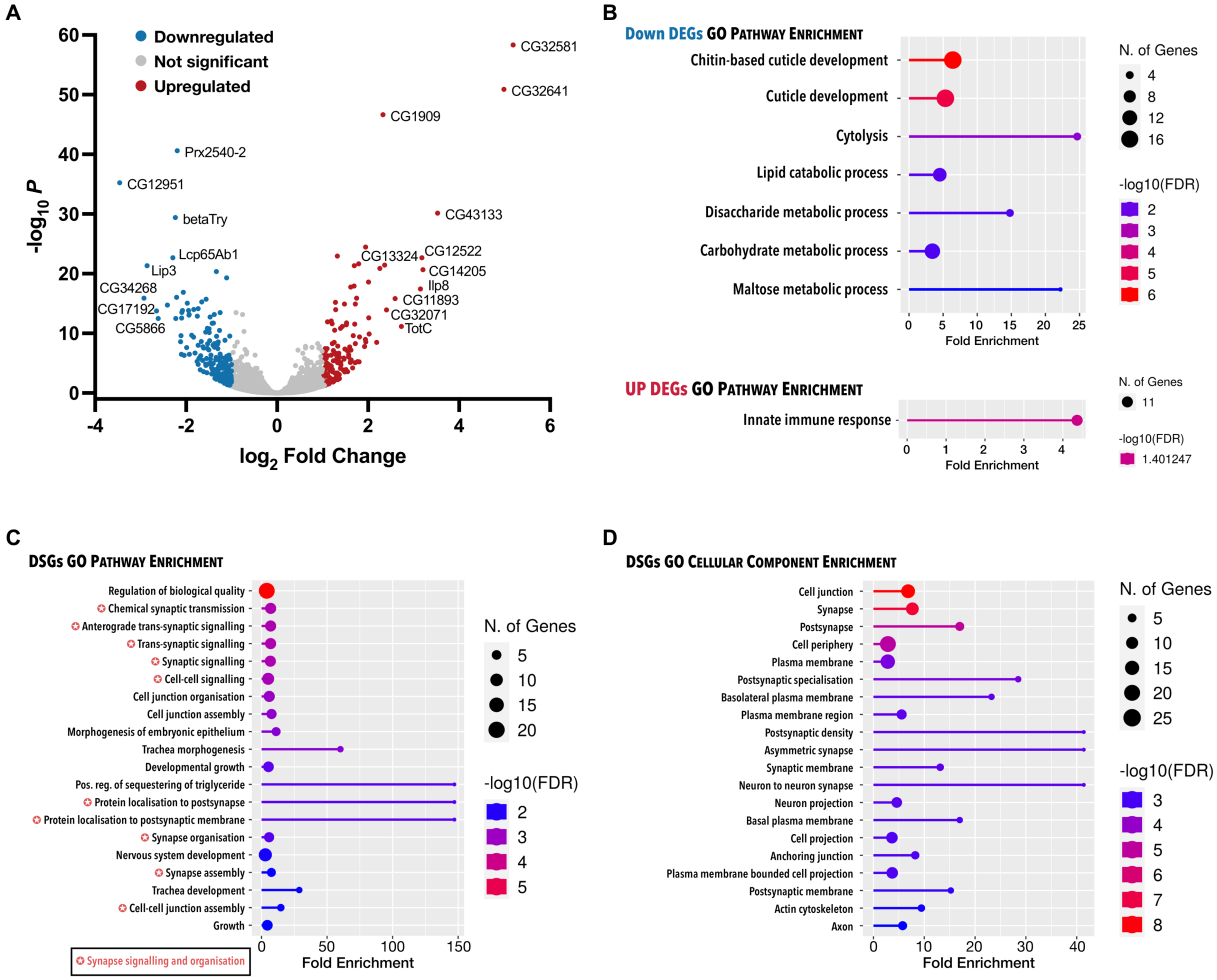
Analysis of all genes with expression and splicing changes in response to *Dctn1* gene silencing. **(A)** Volcano plot showing DEGs in L3b larvae with ubiquitous *Dctn1* knockdown compared to the driver only control (*n* = 3 biological replicates, sex = females). Topmost significant DEGs have been annotated. **(B)** Lollipop plot presenting significant molecular pathway terms enriched in downregulated or upregulated DEGs upon gene ontology (GO) analysis. **(C)** Lollipop plot showing the most significant GO molecular pathways terms enriched in DSGs. **(D)** Lollipop plot exhibiting the most significant GO cellular component terms enriched in DSGs. In **B–D**, GO terms are sorted by FDR (<0.05) with the colour of the lollipops representing the values of the enrichment analysis relative to the other displayed terms (brighter red is more significant) and the size of the dots represent the number of genes that consist the term. GO terms tagged with a colour-coded star indicate pathway overlap.

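The 19 genes annotated in Fig. 4A all had knockdown libraries on one side of the control libraries, in the direction shown there. They were annotated as the most significant DEGs of these same libraries, so this is not independent evidence. *CG32581* on the X chromosome was listed at 0 in all control libraries and at 6.12, 6.35 and 5.50 FPKM in the knockdown libraries. *CG32641*, also on X, was listed at 0 in all control libraries and at 28.03, 17.8 and 19.3 FPKM in the knockdown libraries. The file lists its near-identical copy *CG32640* at 46.3, 60.2 and 47.3 FPKM in the controls and 45.0, 41.9 and 36.0 FPKM in the knockdown, so reads could have been assigned to either copy. Log2 fold changes of the 9 other upregulated genes ranged from 1.99 to 6.29, from *CG1909* to *TotC*. *CG43133* had an FPKM of 5.58 ± 1.21 (SD, n = 3 libraries) in control and 139 ± 66.2 (SD, n = 3) in knockdown larvae, a log2 fold change of 4.53 (standard error 0.34, adjusted p = 0.00254 from limma with Benjamini-Hochberg adjustment). *TotC* varied between knockdown libraries, at 16.01, 30.9 and 3.8 FPKM. Its adjusted p rose from 0.0192 to as much as 0.0948 when single libraries were left out, and it was 0.0648 in the TREAT test and 0.0554 with a pseudocount of 1. That of the insulin-like peptide gene *Ilp8* rose from 0.0138 to as much as 0.0764, with a log2 fold change of 4.97 over all libraries. The 8 downregulated genes ranged from -2.13 for *Prx2540-2* to -4.10 for *CG34268*. *CG12951* had an FPKM of 125 ± 29 (SD, n = 3) in control and 8.10 ± 3.58 (SD, n = 3) in knockdown larvae, a log2 fold change of -4.02 (standard error 0.38, adjusted p = 0.00445 from the same limma test). *CG5866* had a log2 fold change of -3.72, and its adjusted p rose from 0.0130 to as much as 0.0592 with single libraries left out. The trypsin gene *betaTry* (-2.20) and the peroxiredoxin gene *Prx2540-2* have near-identical copies, which makes their levels uncertain. As fitted with a pseudocount of 0.1, the 5 largest increases among all DEGs were those of *CG32641*, *TotC*, *CG32581*, *Ilp8* and *CG43133*. Of the 5 largest decreases, *CG34268*, *CG12951*, *CG5866* and *Lip3* are annotated in Fig. 4A, whereas *CG43316* is not. The latter was listed at 0 in all knockdown libraries and at 1.36, 2.79 and 0.380 FPKM in the controls. Its adjusted p of 0.0186 rose to as much as 0.0943 and was over 0.05 in 4 of the 5 fits that each left out a library, and it was 0.109 with a pseudocount of 1 and 0.0744 in the TREAT test. Without control replicate 3 its mean FPKM was below the minimum. The rank of a gene listed at 0 in a whole group rests on the pseudocount, and with a pseudocount of 1 neither *CG32581* nor *CG43316* was among the 5 largest increases or decreases. Of 84 ribosomal protein genes, 4 were also listed at 0 in at least 1 library. A listed 0 may thus come from the quantification and need not show that a gene was silent.

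**Figure D4:**
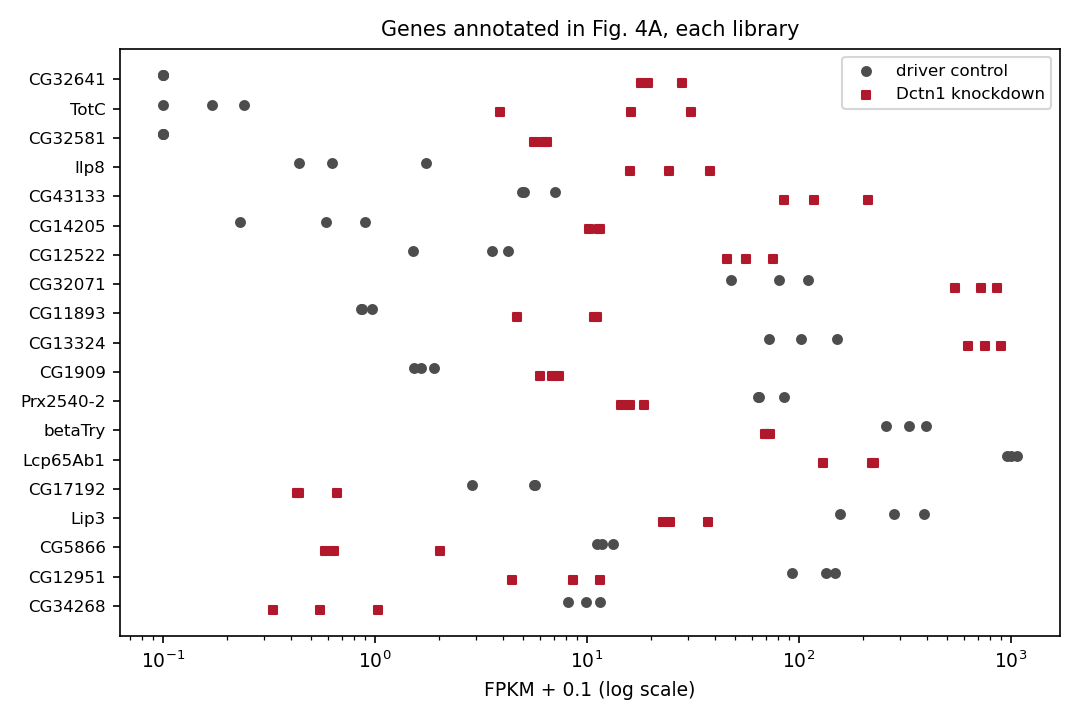
FPKM + 0.1 on a log scale of the genes annotated in Fig. 4A, in each library of driver control (grey circles) and Dctn1 knockdown (red squares) larvae. Groups were separated for all 19 genes, and points at 0.1 are libraries in which the gene was listed at 0.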

## 4. Discussion

Mutations in *DCTN1* have been detected in ALS patients of diverse ancestries (Puls et al., 2003; Munch et al., 2004, 2005; Liu et al., 2017; Ryan et al., 2019; Wei et al., 2019; Borg et al., 2021; Farrugia Wismayer et al., 2023). It is well known that the protein encoded by *DCTN1* plays a crucial role in the bidirectional transport of cargos along microtubules in axons of motor neurons (Schroer, 2004). Studies in mice have shown that disruption of *DCTN1* induces ALS-like phenotypes which are accompanied by defects in vesicular transport including excessive synaptic vesicle protein accumulation at NMJs (Lai et al., 2007; Laird et al., 2008). However, it remains unresolved whether loss as opposed to gain of DCTN1 function is a contributing factor to the disease process. Moreover, the contribution of cell types other than neurons to the phenotype in ALS patients carrying *DCTN1* mutations is still unclear. Here, we attempted to address these questions by inducing RNAi-mediated gene silencing of two putative orthologues of DCTN1 in flies. Our findings demonstrate that, indeed, loss of *Dctn1* or *Dred* function is sufficient to induce ALS-like phenotypes in *Drosophila*. Interestingly, we find that in addition to neurons, disruption of DCTN1 orthologues in muscle tissue also impaired motoric ability. *Dctn1* deficiency was also found to induce NMJ defects that overlapped with those observed in animal models carrying *DCTN1* mutations (Eaton et al., 2002; Chevalier-Larsen et al., 2008; Laird et al., 2008; Lloyd et al., 2012). Splicing alterations in genes with a function in synapse organisation and function identified through transcriptome profiling may explain the motor dysfunction and synaptic defects observed in flies with loss of *Dctn1* function.

Considering that missense mutations in *DCTN1* have been associated with ALS under a dominant disease model, a gain of function mechanism has predominated the view of how disease arises in patient carriers. This is supported by reports showing that ALS-linked mutations in *DCTN1* disrupt the folding of its encoded protein to induce aggregates that are toxic to motor neurons (Levy et al., 2006; Laird et al., 2008). Nonetheless, there is evidence that *DCTN1* mutations can disrupt the binding between dynactin and microtubules, which can lead to impaired dynein/dynactin-based transport along microtubules (Levy et al., 2006). *DCTN1* was also found to be downregulated in spinal motor neurons isolated from autopsied patients with sporadic ALS (Jiang et al., 2005). These findings raise the possibility that a loss of function mechanism can also lead to the disease, at least in combination with a toxic gain of function. Here, we show that loss of *Dctn1* function in flies is alone sufficient to induce ALS-like phenotypes and pathology including impaired motoric ability and NMJ defects. Our study is therefore supportive of the possibility that haploinsufficiency arising from *DCTN1* mutations can lead to ALS. Our findings are corroborated by reports demonstrating severe motoric behavioural defects and/or NMJ instability, similar to those described here, upon depletion of the DCTN1 homologues in *C. elegans* (Ikenaka et al., 2013), zebrafish (Bercier et al., 2019) or mouse (Yu et al., 2018). We must however note that the phenotypes we have observed here are resulting from reductions in *Dctn1* levels well below the 50% reduction that is expected in ALS patients harbouring damaging variants in one copy of the *DCTN1* gene. Nonetheless, expression levels of ubiquitous or housekeeping proteins vary between cell types (Groen et al., 2018) so it is plausible that motor neurons or muscle might have lower DCTN1 expression and haploinsufficiency can therefore lead to negative consequences that are greater in these tissues.

Missplicing of several genes involved in synapse organisation and function may explain the motor behavioural phenotypes and NMJ defects we observed in flies with loss of *Dctn1* function. However, it is still unclear how reduced levels of a protein involved in intracellular transport leads to such consequential changes. There is emerging evidence that pre-mRNA splicing can occur outside the nucleus including in axons where spliceosome components and splicing factors, that retain their potential to promote pre-mRNA splicing, have been localised (Glanzer et al., 2005; Giorgi et al., 2007; Konig et al., 2007; Racca et al., 2010; Cosker et al., 2016; Thomas-Jinu et al., 2017; Poulopoulos et al., 2019). To this end, SNRNP70, a component of the major spliceosome, was recently found localised in RNA-associated granules in axons of zebrafish motor neurons and its extra-nuclear requirement for alternative pre-mRNA splicing was found to be important for neuromuscular synaptogenesis (Nikolaou et al., 2022). This also ties well with the identification of intron-retaining transcripts in the dendrites of mature neurons (Giorgi et al., 2007; Ortiz et al., 2017; Sharangdhar et al., 2017). It is therefore plausible that *Dctn1* deficiency can impair anterograde transport of splicing regulators reducing their availability within the cytoplasmic pool with this having a negative impact on the correct RNA processing of proteins required for assembly and operation of the NMJ.

Our work also highlights an important requirement for DCTN1 in muscle tissue in addition to neurons. Data showing rapid motor behavioural abnormalities in young flies with muscle-selective knockdown indicates that muscle appears to be more vulnerable to reduced levels of Dctn1 or Dred. The contribution of muscle tissue to ALS pathophysiology is supported by various studies in animal models (Loeffler et al., 2016; Anakor et al., 2022) including *Drosophila*, where for instance, motor abnormalities that overlap with those described here were reported on muscle-selective disruption of TDP-43, which is itself found aggregated in the majority of ALS patients (Diaper et al., 2013). Whether ALS originates in skeletal muscle leading to motor neuron death through a retrograde signalling cascade, the so-called ‘dying-back’ hypothesis, remains controversial and highly debatable. However, it is highly likely that muscle provides trophic support to motor neurons (Kablar and Belliveau, 2005) and, these signals may be absent either because they fail to be retrogradely transported from the periphery to the cell bodies in motor neurons or because they are not being produced by the muscle itself. The latter hypothesis might be especially true for patients with *DCTN1* mutations. In support, muscle-targeted knockout of BICD2, the causative factor of Spinal Muscular Atrophy Lower Extremity Predominant (SMALED), a lower motor neuron disease, was found to be a major driver of the motor neuron loss in a mouse model (Rossor et al., 2020). BICD2 is a cargo adaptor protein, which binds to the dynein/dynactin transport complex.

In conclusion, our evidence is supportive of the possibility that loss of *DCTN1* function is a likely contributor to ALS with changes in muscle in addition to neurons driving motor system dysfunction. Future work needs to address the tissue-specific contributions to the NMJ deficits observed on ubiquitous *Dctn1* knockdown, focusing on pre-synaptic terminals in addition to post-synaptic NMJ structures. We find it plausible to speculate that impaired splicing of genes required for motor synapse assembly, structure and function lead to the motor dysfunction phenotypes as well as the evident NMJ defects downstream of *Dctn1* loss of function. In addition to future work directed at confirming this link, we therefore anticipate that our study will be a stimulus for further investigations into the mechanisms through which loss of *DCTN1* triggers neuromuscular-specific splicing changes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE225648.

## Author contributions

RuC conceptualized and designed the experiments. RB, AP, RC, PH, and RuC performed experiments. RuC, RB, and AP analysed and interpreted the data. RuC wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Malta Council for Science & Technology Fusion R&I Research Excellence Programme, the University of Malta Research Seed Fund, the Malta Council for Science & Technology Internationalisation Partnership Award, a Tertiary Education Scholarship, and the Anthony Rizzo Memorial ALS Research Fund facilitated by the Research Trust (RIDT) of the University of Malta.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Reduced levels of ALS gene DCTN1 induce motor defects in Drosophila
**Source:** Front Neurosci. 2023 Jun 9;17:1164251. doi: 10.3389/fnins.2023.1164251
**Supplement:** Supplementary file 2

## **SUPPLEMENTARY MATERIAL**

### **Reduced levels of ALS gene *DCTN1* induce motor defects in *Drosophila***

Rebecca Borg; Paul Herrera; Angie Purkiss; Rebecca Cacciottolo; Ruben J. Cauchi\*

#### **Supplementary Figure 1.**

Conservation of Dctn1 and Dred proteins.

#### **Supplementary Figure 2.**

Survival of adult flies with muscle-specific knockdown of *Dred* or *Dctn1*.

#### **Supplementary Figure 3.**

Muscle- or neuron-specific knockdown of *Dred* or *Dctn1* does not disrupt larval mobility.

#### **Supplementary Figure 4.**

Genes that are alternatively spliced in response to *Dctn1* silencing.

#### **Dataset S1 (separate Excel file).**

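Dataset S1 lists the genes that the authors called from the sequenced libraries, each with a log2 fold change. Across the 300 genes that were also tested on the FPKM values, these log2 fold changes and those computed here had a Pearson r of 0.983 and a Spearman rho of 0.962. This correlation is across genes of the same libraries, and genes are not independent replicates. The median difference was 0.10 on the log2 scale. The other 17 genes had a mean FPKM below the minimum and were not tested.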

DEGs identified by RNA-seq on *Dctn1* knockdown.

#### **Dataset S2 (separate Excel file).**

DSGs identified by RNA-seq on *Dctn1* knockdown.

#### **Dataset S3 (separate Excel file).**

DSGs with a synaptic function downstream of *Dcct1* knockdown.

**A**

```

dm -----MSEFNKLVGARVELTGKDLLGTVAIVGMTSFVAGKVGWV
hs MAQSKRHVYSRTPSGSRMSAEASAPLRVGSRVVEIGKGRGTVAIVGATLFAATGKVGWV

dm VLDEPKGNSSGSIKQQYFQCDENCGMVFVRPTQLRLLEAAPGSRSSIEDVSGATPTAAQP
hs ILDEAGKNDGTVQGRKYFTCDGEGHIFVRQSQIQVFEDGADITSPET-----PDSSAS

dm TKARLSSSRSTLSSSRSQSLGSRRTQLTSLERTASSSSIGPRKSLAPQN-SKDKEPST
hs KV--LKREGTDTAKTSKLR-----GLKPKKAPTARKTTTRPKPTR

dm SL---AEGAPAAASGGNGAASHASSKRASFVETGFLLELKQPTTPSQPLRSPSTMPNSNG
hs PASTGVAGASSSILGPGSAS-----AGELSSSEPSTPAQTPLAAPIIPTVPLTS

dm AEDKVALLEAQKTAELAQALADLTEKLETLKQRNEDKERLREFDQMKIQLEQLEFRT
hs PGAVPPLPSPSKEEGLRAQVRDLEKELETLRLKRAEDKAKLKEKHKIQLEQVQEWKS

dm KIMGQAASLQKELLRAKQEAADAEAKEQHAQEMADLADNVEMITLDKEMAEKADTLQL
hs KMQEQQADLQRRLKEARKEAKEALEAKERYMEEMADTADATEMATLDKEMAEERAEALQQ

dm ELESKERIELEVDLELLRESEMOMKAEASAINISGGGDSPLSTYEFKQLEQVQEWKS
hs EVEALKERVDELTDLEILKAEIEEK-----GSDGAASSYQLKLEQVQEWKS

dm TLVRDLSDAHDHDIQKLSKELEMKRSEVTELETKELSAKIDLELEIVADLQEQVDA
hs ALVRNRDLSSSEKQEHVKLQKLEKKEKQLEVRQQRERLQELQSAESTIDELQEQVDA

dm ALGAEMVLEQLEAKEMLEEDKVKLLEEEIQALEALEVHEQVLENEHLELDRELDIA
hs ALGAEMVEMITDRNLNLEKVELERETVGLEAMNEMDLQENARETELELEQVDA

dm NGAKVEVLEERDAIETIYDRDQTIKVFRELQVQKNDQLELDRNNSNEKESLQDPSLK
hs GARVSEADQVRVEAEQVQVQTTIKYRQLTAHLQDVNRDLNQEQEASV-----ERQQQ

dm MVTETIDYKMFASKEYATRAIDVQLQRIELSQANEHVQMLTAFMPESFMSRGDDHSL
hs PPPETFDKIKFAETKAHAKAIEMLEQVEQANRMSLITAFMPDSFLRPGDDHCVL

dm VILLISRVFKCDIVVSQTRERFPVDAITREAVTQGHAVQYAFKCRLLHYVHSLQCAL
hs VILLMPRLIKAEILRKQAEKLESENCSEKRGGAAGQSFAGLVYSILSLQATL

dm HQILYGLNSQCDPTLLFAGSSLEPMVAQEKIVDGIIELLKSNQDENSTTONIEKVAFF
hs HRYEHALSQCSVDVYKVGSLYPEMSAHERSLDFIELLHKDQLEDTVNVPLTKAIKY

dm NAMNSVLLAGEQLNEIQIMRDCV-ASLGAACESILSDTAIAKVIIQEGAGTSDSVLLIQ
hs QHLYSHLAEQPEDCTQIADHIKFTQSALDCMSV--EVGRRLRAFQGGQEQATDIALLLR

dm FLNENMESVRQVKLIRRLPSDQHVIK-SGLSQ--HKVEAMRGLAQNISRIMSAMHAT
hs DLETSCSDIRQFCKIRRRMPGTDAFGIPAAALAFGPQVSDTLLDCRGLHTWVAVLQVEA

dm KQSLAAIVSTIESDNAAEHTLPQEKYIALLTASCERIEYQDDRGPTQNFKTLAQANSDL
hs -AAAQILAPLAE--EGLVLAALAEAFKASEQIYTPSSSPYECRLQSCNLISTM

dm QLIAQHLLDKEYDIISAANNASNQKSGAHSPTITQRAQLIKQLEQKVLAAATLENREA
hs NKLATAMQEGEYDA-----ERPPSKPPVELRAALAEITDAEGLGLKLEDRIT

dm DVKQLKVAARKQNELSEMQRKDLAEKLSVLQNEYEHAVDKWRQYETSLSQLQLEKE
hs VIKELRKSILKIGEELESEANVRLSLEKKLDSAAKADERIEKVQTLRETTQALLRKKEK

dm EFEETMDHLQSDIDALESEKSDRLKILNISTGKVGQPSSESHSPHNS----LSGNTS
hs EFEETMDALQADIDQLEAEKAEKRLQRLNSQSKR--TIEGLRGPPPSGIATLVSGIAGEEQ

dm ---TAPGISNVYSAP--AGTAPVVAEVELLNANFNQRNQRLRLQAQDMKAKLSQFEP
hs QRGAIPOQAPGSPGVPGPLVQSLPLLLQQISAMPLHISQLQHENSILKGAQMKASLASLPP

dm LHVPOPDQORITA-LE-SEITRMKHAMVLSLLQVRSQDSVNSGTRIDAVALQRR--NQP
hs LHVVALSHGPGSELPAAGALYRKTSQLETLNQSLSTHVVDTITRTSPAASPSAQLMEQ

dm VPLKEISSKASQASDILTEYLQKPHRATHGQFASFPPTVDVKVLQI-----
hs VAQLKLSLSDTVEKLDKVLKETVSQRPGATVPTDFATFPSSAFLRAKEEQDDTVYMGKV

dm ----- 1265
hs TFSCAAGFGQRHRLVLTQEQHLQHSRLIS 1278

```

Unconserved  Conserved

**B**

```

dm -----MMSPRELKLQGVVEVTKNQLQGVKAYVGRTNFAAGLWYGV
hs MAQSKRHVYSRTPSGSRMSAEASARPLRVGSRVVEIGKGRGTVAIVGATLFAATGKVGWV

dm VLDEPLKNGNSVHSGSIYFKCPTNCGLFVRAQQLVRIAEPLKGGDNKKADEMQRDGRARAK
hs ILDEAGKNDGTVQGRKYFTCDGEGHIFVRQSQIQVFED--GADTTSPE--PDSSASK

dm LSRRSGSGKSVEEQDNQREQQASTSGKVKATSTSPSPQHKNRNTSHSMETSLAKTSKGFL
hs VLKREGTDTAK-----TSKLR-----

dm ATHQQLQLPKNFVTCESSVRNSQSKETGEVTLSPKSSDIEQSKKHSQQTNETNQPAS
hs -----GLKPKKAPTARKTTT--RRPKPTRPAS

dm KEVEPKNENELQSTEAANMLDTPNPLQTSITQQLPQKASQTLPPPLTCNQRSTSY
hs TGVAG-----A-----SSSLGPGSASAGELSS

dm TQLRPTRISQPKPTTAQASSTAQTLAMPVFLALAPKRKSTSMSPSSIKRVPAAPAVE
hs -----SEPT--PAQTPLA-----

dm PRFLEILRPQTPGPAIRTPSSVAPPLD-----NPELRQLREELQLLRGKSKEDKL
hs -----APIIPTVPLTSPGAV-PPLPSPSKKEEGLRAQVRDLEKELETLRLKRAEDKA

dm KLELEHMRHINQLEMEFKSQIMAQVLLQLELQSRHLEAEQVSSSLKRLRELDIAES
hs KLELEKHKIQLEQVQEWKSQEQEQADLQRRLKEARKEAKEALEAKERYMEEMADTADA

dm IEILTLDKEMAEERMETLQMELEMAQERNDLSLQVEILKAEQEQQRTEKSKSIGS
hs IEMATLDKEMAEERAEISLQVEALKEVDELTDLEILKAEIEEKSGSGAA-----

dm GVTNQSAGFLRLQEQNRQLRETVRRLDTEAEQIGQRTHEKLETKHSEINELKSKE
hs -----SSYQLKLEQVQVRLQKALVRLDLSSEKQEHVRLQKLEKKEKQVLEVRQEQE

dm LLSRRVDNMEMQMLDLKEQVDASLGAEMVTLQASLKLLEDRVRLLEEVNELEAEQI
hs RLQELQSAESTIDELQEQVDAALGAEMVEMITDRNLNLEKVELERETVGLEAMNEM

dm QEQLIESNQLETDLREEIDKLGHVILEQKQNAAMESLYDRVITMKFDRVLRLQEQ
hs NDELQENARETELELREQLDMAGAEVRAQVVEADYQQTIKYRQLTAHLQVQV

dm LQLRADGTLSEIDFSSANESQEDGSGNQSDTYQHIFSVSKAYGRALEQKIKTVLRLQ
hs NRELTN-----QGEAS--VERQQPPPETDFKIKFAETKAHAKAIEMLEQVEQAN

dm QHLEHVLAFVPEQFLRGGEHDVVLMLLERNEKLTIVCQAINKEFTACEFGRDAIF
hs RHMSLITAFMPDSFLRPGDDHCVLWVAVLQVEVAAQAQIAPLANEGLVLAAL-----EE

dm EGYSVQPIYFRSQCLYLLKSLQLVQQFRHGLTHCDYELCTHAAYRSOLDQEQQLDEF
hs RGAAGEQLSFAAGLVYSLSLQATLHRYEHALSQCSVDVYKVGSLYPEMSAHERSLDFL

dm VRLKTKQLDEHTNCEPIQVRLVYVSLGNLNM--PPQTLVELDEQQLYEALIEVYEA
hs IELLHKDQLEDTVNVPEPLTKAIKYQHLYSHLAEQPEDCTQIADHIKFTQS

dm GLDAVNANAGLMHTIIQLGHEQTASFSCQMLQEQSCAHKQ-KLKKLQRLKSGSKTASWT
hs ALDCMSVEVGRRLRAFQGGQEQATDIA-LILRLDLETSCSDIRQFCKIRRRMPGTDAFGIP

dm GMQCAR---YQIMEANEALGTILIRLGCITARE----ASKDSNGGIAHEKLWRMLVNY
hs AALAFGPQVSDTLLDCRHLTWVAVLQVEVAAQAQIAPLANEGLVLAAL-----EE

dm NKFAPSQEA--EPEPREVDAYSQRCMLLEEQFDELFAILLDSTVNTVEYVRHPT-CNTLQ
hs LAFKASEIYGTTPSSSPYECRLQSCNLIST-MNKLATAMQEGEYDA--ERPPSKPPVVE

dm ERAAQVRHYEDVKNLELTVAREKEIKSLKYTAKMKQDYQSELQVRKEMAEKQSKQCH
hs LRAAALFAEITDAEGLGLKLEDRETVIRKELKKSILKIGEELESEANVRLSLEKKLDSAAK

dm VLAGFAEA----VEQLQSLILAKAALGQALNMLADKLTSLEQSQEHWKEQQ-----
hs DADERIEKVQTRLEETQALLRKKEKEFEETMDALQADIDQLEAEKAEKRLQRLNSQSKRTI

dm -----ADSAEL-----TSTTSSN-----RENNMLHQALR
hs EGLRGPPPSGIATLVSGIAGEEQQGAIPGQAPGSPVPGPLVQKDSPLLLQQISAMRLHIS

dm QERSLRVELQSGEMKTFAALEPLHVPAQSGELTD-LE-----KDLRLSKNQ
hs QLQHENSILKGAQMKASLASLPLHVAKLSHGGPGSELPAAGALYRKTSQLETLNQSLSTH

dm WLLAHEM-GAAGRQRREI-----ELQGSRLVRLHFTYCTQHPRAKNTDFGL
hs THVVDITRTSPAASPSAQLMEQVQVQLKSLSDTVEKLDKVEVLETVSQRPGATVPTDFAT

dm FITEDLRR-----FGQNF-----
hs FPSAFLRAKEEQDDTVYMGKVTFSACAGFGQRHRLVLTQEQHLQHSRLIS

```

Unconserved  Conserved

**Supplementary Figure 1.** Conservation of Dctn1 and Dred proteins. Protein alignment of human (hs) DCTN1 and *Drosophila* (ds) orthologues Dctn1 (A) or Dred (B).

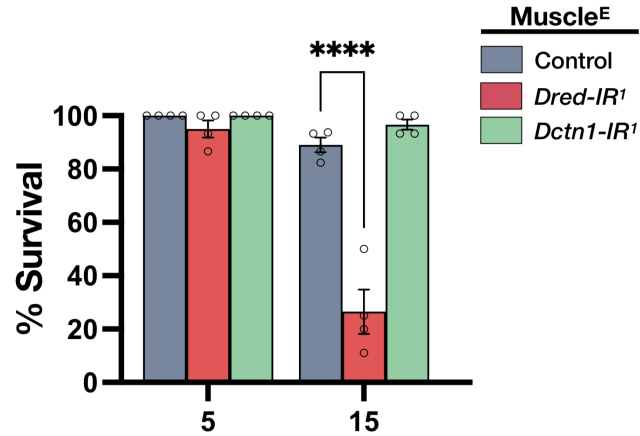

**Supplementary Figure 2.** Survival of adult flies with muscle-specific knockdown of *Dred* or *Dctn1*. Flies with loss of *Dred* function in muscles have reduced survival as early as day 15 post-eclosion. Each bar represents the mean  $\pm$  SEM of 4 independent experiments superimposed on the bars (for each genotype,  $n \geq 15$  flies/replicate). Significance was tested by two-way ANOVA with Dunnett's *post hoc* test (\*\*\*\* $p < 0.0001$ ). Enhanced knockdown was achieved by co-expression of *Dcr-2* (indicated by E in superscript). Control expressed both driver (*Mef2-GAL4*) and *Dcr-2*.

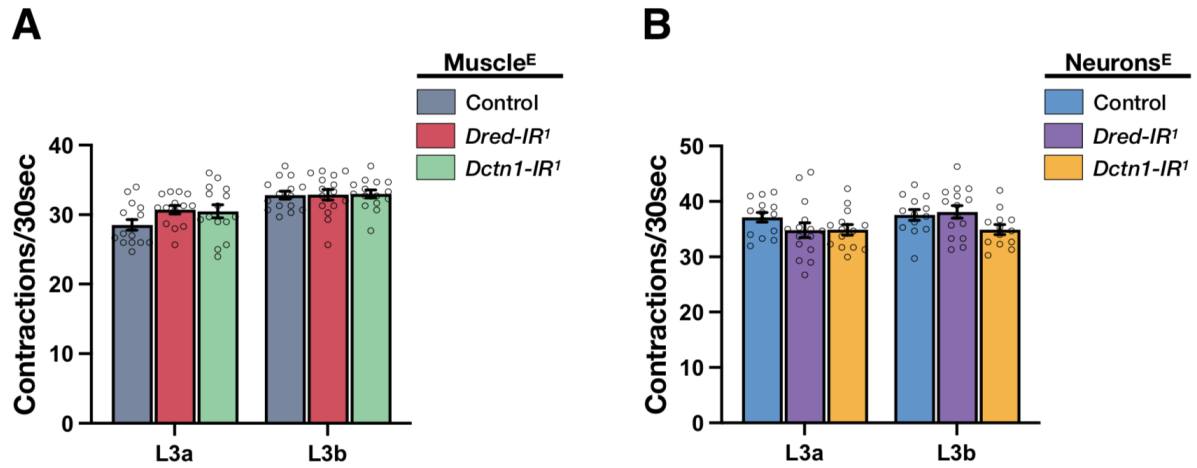

**Supplementary Figure 3.** Muscle- or neuron-specific knockdown of *Dred* or *Dctn1* does not disrupt larval mobility. **(A)** Body wall contraction rate of L3 larvae with muscle-selective downregulation of *Dred* or *Dctn1* assessed at 72 hours (L3a) and, subsequently, 96 hours (L3b) after egg laying ( $n \geq 13/\text{genotype}$ ). **(B)** Body wall contraction rate of L3 larvae with neuron-selective downregulation of *Dred* or *Dctn1* assessed at 72 hours (L3a) and, subsequently, 96 hours (L3b) after egg laying ( $n \geq 13/\text{genotype}$ ). For both **(A)** and **(B)**, each bar represents the mean  $\pm$  SEM of several independent experiments superimposed on the bars.

How the deposited data were processed for this re-analysis (not part of the article)

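Whole-larva RNA-seq was analysed for 3 libraries with *Dctn1* knockdown and 3 driver only control libraries from female L3b larvae. All 6 columns of the deposited table were assigned to a condition by their names and the sample labels. No column was left out.

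The authors filtered reads with SOAPnuke, mapped them with HISAT2, quantified transcripts with RSEM and deposited FPKM values per gene, with replicates kept apart and no read counts. Neither the versions of these tools nor the genome build are named in the paper's text. The authors called DEGs with DESeq2 on read counts and DSGs with rMATS, and these counts and splicing events were not analysed here. The lists of genes in Datasets S1, S2 and S3 were used as the authors give them, including the log2 fold changes in Dataset S1. GO terms were taken from the deposited table. Positions come from the BDGP6.54 annotation, to which 13751 of the 13858 gene IDs were matched through the RefSeq gene table.

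The depth of each library is unknown because the FPKM values carry no totals, and no interval from counting was computed. Relative depth was estimated from 426 genes that were listed at 0 in at least 2 libraries and under 3 FPKM in all. The selection was loosened after a stricter one had left some pairs of libraries without genes. Between 50 and 87 of these genes were above 0 in both libraries of a pair, and 13 to 26 lay within 5% of the most frequent ratio.

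Log2(FPKM + 0.1) was fitted with limma version 3.58.1 in R version 4.3.3, with the condition as the only term and with a trended and robust estimate of the variance. The fit covered 9978 genes with a mean FPKM of at least 0.5 over the 6 libraries. P-values were adjusted by the Benjamini-Hochberg procedure, and a DEG had an adjusted p under 0.05 and an absolute log2 fold change above 1. Exact permutation tests of single genes were two-sided. On simulated values for 9978 genes, of which 200 were changed, the fit called all 200 changed genes and 0 unchanged genes. Every planted change lay well above the fold change threshold, and the genes were drawn independently. The simulation thus checks the code and does not measure sensitivity or false calls in these libraries.

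Gene lists were tested with camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The 15 lists were cuticle proteins, lysozymes, maltases and amylases, digestive serine proteases, antimicrobial peptides and peptidoglycan recognition proteins (PGRPs), Turandot genes, cytochrome P450 and glutathione transferase genes, dynactin and dynein subunits other than *Dctn1*, testis, salivary glue, ecdysone response, muscle and neuronal genes, the DSGs of Dataset S2 and the synaptic DSGs of Dataset S3. A list of male dosage compensation RNAs had no entry in the table. The 6 terms of Fig. 4B that the table holds were tested by one-sided Fisher's exact tests.

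The genes named in the text were fixed by a rule. They are the genes that the paper names for these larvae, the genes annotated in Fig. 4A, the genes in Dataset S1 that the sequencing centre added to the annotation, the marker gene *w*, and the 5 largest increases and 5 largest decreases among DEGs whose groups do not overlap. Members of a list are named where the text is about that list. *CG32640*, *st*, *bw*, *CG13325* and *MtnA* were named after their values had been seen.

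The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, a variance estimate without trend and robustness, estimated sample weights, the replicate number as a block, each library left out in turn, the adjusted p alone, and limma's TREAT test against a 1.5-fold change. Tables were prepared in Python version 3.11.15 with NumPy version 2.4.6 and pandas version 2.3.3, and plots were drawn with Matplotlib version 3.10.9.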

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

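The tests of the shift of all genes and of the share of other tissues were chosen only after the results were seen.

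The *white* gene *w* is listed in Dataset S1 but is not discussed in the paper. Its FPKM was 4.93 ± 1.46 (SD, n = 3 libraries) in driver control larvae and 15.7 ± 1.11 (SD, n = 3) in *Dctn1* knockdown larvae, and it was higher in 3 of 3 knockdown libraries than in any control library. The log2 fold change was 1.69 (standard error 0.21, adjusted p = 0.00445 from limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling it was 1.51, past both thresholds, which argues against the shift of all genes as the whole cause. Over all alternatives its adjusted p lay between 4.63e-04 and 0.0451, the highest being in the TREAT test. A candidate explanation is that transcripts of a *white* marker gene carried by the RNAi transgene add to those of the gene. In that case the partner transporter genes *st* and *bw* would not rise with it, and 0 of these 2 genes had all knockdown libraries above all control libraries. Their log2 fold changes were 0.21 for *st* (adjusted p = 0.436 from the same test) and -0.77 for *bw* (adjusted p = 0.411). The paper's text does not state which marker the transgene carries, and FPKM values per gene do not show which copy was transcribed. A different *w* allele in the control larvae and an effect of *Dctn1* on *w* itself were not tested and stay open.

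Cytochrome P450 and glutathione transferase genes, which the paper does not discuss, had a median log2 fold change of 0.25 over 107 genes (camera, adjusted p = 0.0498; fry, adjusted p = 0.0441). Of these genes, 25 had an adjusted p under 0.05 over all genes tested and 40 when adjusted over the list alone. There were 16 upregulated DEGs, among them *GstD5*, *GstD2*, *Cyp6a8* and *Cyp6w1*, and 2 downregulated DEGs, *GstE3* and *Cyp6a14*. Dataset S1 holds 11 members of the list. After median-of-ratios scaling, 6 upregulated and 2 downregulated DEGs were left, all 6 of them also called before scaling. The list median was then 0.09. The camera adjusted p was 0.0132, which cannot test a shift of all genes because camera compares a list with the other genes. The other 10 of the 16 calls and most of the median were lost with the shift of all genes. The 6 calls that were left argue against that shift as the whole cause for these 6 genes. Over the alternatives the adjusted p ranged from 3.91e-04 to 0.724, the highest being with the estimated correlation, and it was 0.602 without control replicate 3 and 0.140 without knockdown replicate 2. With all libraries kept, the list did not pass at a pseudocount of 0.01 (0.0502) or a mean FPKM of at least 5 (0.0926). Nor did it pass with a variance estimate without trend and robustness (0.0623). It passed with no filter (0.00881), a pseudocount of 1 (0.0493) and quantile normalization (0.0210). Single libraries and processing choices thus decide the call of the list. An effect of the knockdown on these genes may remain for single members such as *GstD2*, whose log2 fold change was 2.49 (adjusted p = 0.00572 from limma), but reads shared between the *GstD* genes were not tested.

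Neuronal genes, of which the paper discusses only those among the DSGs, had a median log2 fold change of 0.39 over 26 genes (camera, adjusted p = 0.00406; fry, adjusted p = 0.0370). Before scaling, the mean of the list was higher in 3 of 3 knockdown libraries than in any control library. There were 0 DEGs in the list, 1 gene with an adjusted p under 0.05 and 1 when adjusted over the list alone. That gene was *unc-13*, which with *Sap47* is also in Dataset S3. After median-of-ratios scaling the list median was 0.22, against -0.01 for all genes. The camera adjusted p was then 0.00386, but camera compares a list with the other genes and cannot test a shift of all genes. Whether the libraries still lay apart after scaling was not tested, so that shift stays open as a cause. Over the alternatives the adjusted p ranged from 8.59e-06 to 0.569. It was 0.0773 without knockdown replicate 3 and 0.0656 without control replicate 3. A lower share of other tissues would raise neuronal and muscle transcripts alike. The neuronal minus muscle mean was higher by 0.33 on the log2 scale in the knockdown, with every knockdown library above every control library, which counts against it. The gap was small, however, from -7.12 in control replicate 3 to -7.07 in knockdown replicate 3, and the muscle list alone went from a camera adjusted p of 0.288 to 6.53e-04, below the other genes, without control replicate 3. A larger share of nervous tissue in the knockdown larvae and a change within neurons stay open, as neither was tested.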

How the results depend on the processing

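The settings and alternatives in this part were chosen before the data were examined, except for the TREAT test of single genes, which had been set for the number of DEGs only and was added after seeing the data. Elsewhere, the selection of genes for relative depth, the tests of terms among the DSGs, the Fig. 4B terms tested on the genes of Dataset S1 and the tests named as such in the other parts were also chosen after seeing the data. An alternative on read counts was not run because the file holds no counts.

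The lower level of *Dctn1* kept its direction, with log2 fold changes from -1.12 to -0.87. Its adjusted p was under 0.05 with every alternative except the TREAT test, where a log2 fold change of -0.94 had an adjusted p of 0.515 because the test is against a larger change than none. The number of DEGs was 233 and 295 with pseudocounts of 1 and 0.01, 307 with no filter, 209 at a mean FPKM of at least 5, and 227 to 271 across the 6 fits that each left out a library. Upregulated DEGs ranged from 140 to 183 and downregulated DEGs from 69 to 109 in these fits, and genes shared with Dataset S1 from 170 to 200. With median-of-ratios scaling and quantile normalization, upregulated DEGs fell to 114 and 117. These scalings take out a shift of all genes, whose median log2 fold change was 0.16 before and -0.01 and 0.02 after. Sample weights gave 179 downregulated DEGs, in a fit whose control mean rests mainly on control replicate 2, and the cause was not tested. The adjusted p alone gave 670 DEGs, 505 higher and 165 lower, because the fold change threshold was dropped. The TREAT test gave 80 DEGs, 50 higher and 30 lower, all 80 shared with Dataset S1, because it tests against a larger change.

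The enrichment of cytolysis rests on 2 genes. It was 16.3-fold at a mean FPKM of at least 5, 16.4-fold with quantile normalization and 0 with the TREAT test, and it ranged from 0 to 55.3-fold across the fits that each left out a library, with 0 in 4 of them. Innate immune response was 3.65-fold with sample weights, and it ranged from 0 to 3.52-fold with single libraries left out, the highest being without control replicate 3. The cause was not tested.

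The log2 fold change of *Dred* was near 0 and changed sign, to -0.074 with median-of-ratios scaling, -0.11 with quantile normalization and -0.14 with sample weights, and it ranged from -0.044 to 0.23 with single libraries left out. That of *RpL32* was -0.037 with median-of-ratios scaling. With quantile normalization it was 0.29, above the median of 0.02 for all genes in that fit. Of 15 gene lists, 9 passed, 7 to 9 with single libraries left out, and 0 with the estimated inter-gene correlation, which is larger than the preset one for most lists. Some lists that had not passed changed sides against the other genes. The testis list had a median of 0.038 with no filter. The muscle list had medians of 0.18 with quantile normalization and 0.13 under fry, and from -0.053 to 0.27 with single libraries left out, with 0.20 without knockdown replicate 1 and 0.27 without control replicate 4. It passed, below the other genes, without control replicate 3 (-0.053, adjusted p = 6.53e-04), and its adjusted p was 0.0581 to 0.944 in the other fits that left out a library. The DSG list ranged from 0.13 to 0.24 in these fits and had 0.20 without knockdown replicate 3, where it lay below the other genes.

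Only the replicate numbers 2 and 3 occur in both groups, and nothing states that a number marks a shared batch. The deviations from the group means correlated at 0.40 for number 2 and 0.14 for number 3, but also at 0.63 between control replicate 3 and knockdown replicate 1, so the numbers do not pair the libraries. With the number as a block, the difference between groups rests on replicates 2 and 3 alone. Knockdown replicate 1 and control replicate 4 then have no partner and do not bear on it. That fit called 388 DEGs, 188 higher and 200 lower, of which 187 were shared with the fit without the block. Lipid catabolic process was then 1.37-fold, and the muscle list had a median of 0.34.

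For the single lists and the named genes other than *Dctn1* and *Dred*, 576 values under the alternatives stayed on their side of the threshold, 57 were weaker, 7 stronger and 8 reversed. The unknown depth limits statements about genes listed at 0, and 3 libraries per group limit single-gene permutation tests to a p of 0.1.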

Differences from the paper's values

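The number of downregulated DEGs was 108, against the paper's 176. Of the alternatives set before the data were examined, median-of-ratios scaling (120), sample weights (179), the replicate block (200) and the adjusted p alone (165) came within 1.5 times of the paper's value, and the others did not.

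The level of *Dctn1* in the knockdown larvae was 51.5% of the control in the FPKM values, against the paper's 20%. The paper's value comes from qRT-PCR on larvae of both sexes, and the value here from RNA-seq of females. Values per gene could also count reads from the RNAi transgene, which targets the 5′ coding sequence of *Dctn1*, and this was not tested. A percentage was computed with median-of-ratios scaling and with each library left out, and none of these alternatives set before the data were examined closed the gap. The paper's RNA-seq value in Dataset S1 is a log2 fold change of -1.11, from which the -0.94 found here differed by less than the spread between replicates. *Dctn1* is among the paper's DEGs, and the value here is short of the threshold. It passed both thresholds with median-of-ratios scaling (-1.12), quantile normalization (-1.12), sample weights (-1.01), the replicate block (-1.03) and without control replicate 4 (-1.04). With the adjusted p alone it was called because the fold change threshold was dropped.

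Innate immune response had 1 gene among the upregulated DEGs, against about 11 in Fig. 4B, read by eye, and none of the alternatives set before the data were examined closed the gap. Its fold enrichment was 0.807, against about 4.4 in Fig. 4B, read by eye. It came within 1.5 times of that with sample weights (3.65) and without control replicate 3 (3.52), but not in the others. With the genes of Dataset S1 in place of those called here, 3 genes carried the term in the file's annotation, a 3.14-fold enrichment (adjusted p = 0.0699, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). This setting was chosen after seeing the values.

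Other fold enrichments were higher than those in Fig. 4B, read by eye. Chitin-based cuticle development had 15.9 against about 6.5, cuticle development 12.8 against about 5.4, and carbohydrate metabolic process 10.8 against about 3.5. For these, the replicate block came within 1.5 times, with 7.19, 6.61 and 3.51, and the other alternatives did not. The block fit compares replicates 2 and 3 only, so it is not an alternative on all libraries. Lipid catabolic process had 22.6 against about 4.6, and none of the alternatives set before the data were examined closed the gap. With the genes of Dataset S1, a setting chosen after seeing the values, these 4 enrichments were 10.5, 8.44, 7.47 and 15.8, in the same order, and did not come within 1.5 times either. Cytolysis, which was within 1.5 times of the about 25 in Fig. 4B, read by eye, with the genes called here, was 40.1 with those of Dataset S1. The values here use the terms listed in the file and the tested genes as background.

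Among the genes annotated in Fig. 4A, the log2 fold changes of 9 differed from those in Dataset S1 by more than the spread between replicates. *CG32581* and *CG32641* were not compared, because they were listed at 0 in all control libraries and no fold change can be given. That of *CG1909* was 1.99 against the paper's 2.33, and none of the alternatives closed the gap. For *CG43133* it was 4.53 against the paper's 3.53, within the spread without knockdown replicate 2 (4.17). For *CG12522* it was 4.35 against the paper's 3.18, within the spread with a pseudocount of 1 (3.95) and without control replicate 2 (3.90). For *CG14205* it was 4.48 against the paper's 3.20, within the spread with a pseudocount of 1 (3.04), sample weights (3.79), the replicate block (3.89) and without control replicate 4 (3.92). For *Ilp8* it was 4.97 against the paper's 3.15, and for *TotC* it was 6.29 against the paper's 2.73, both within the spread only with a pseudocount of 1 (3.86 and 3.69). For *CG32071* it was 3.22 against the paper's 2.40, within the spread with median-of-ratios scaling (3.04), without knockdown replicate 3 (3.06) and without control replicate 3 (2.89). For *CG34268* it was -4.10 against the paper's -2.92, within the spread with a pseudocount of 1 (-2.82) and without knockdown replicate 3 (-3.70). For *CG5866* it was -3.72 against the paper's -2.61, within the spread with a pseudocount of 1 (-2.78), the replicate block (-3.45), without knockdown replicate 1 (-3.40) and without knockdown replicate 3 (-3.47).

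The paper's text states that the DEGs that the sequencing centre added to the annotation were downregulated. In the FPKM values both were higher in knockdown larvae, with log2 fold changes of 1.92 and 1.99, and Dataset S1 lists both as upregulated. The paper's Fig. 4C shows synapse organisation and synapse assembly among the enriched terms of the DSGs, and 0 DSGs carried these terms in the file.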

Other observations

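The tests on *CG32641*, digestive serine proteases, salivary glue genes, immune genes and the fold changes of Dataset S1 were chosen only after the results were seen.

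Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many DEGs as the real one, which is the real split itself with 290. The next highest gave 1 DEG, but a share under 0.05 cannot be reached with 10 splits. For the gene lists, 2 of the 10 splits gave as many with an adjusted p under 0.05 under camera. The other is that of control replicates 2 and 4 with knockdown replicate 3 against the rest, also with 9 lists, and no split gave fewer than 4. A call by camera alone therefore shows that a list varies between these libraries, and does not tie it to the knockdown.

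Most genes were slightly higher in the knockdown libraries, with a median log2 fold change of 0.16. This median ranged from 0.09 without control replicate 4 to 0.21 without control replicate 3, so its size depends on single libraries. The 100 most abundant genes made up 47.5% to 51.2% of the FPKM in control and 44.3% to 45.0% in knockdown libraries. After scaling without these genes, the median of the others was 0.15, which argues against a few genes taking most of the FPKM as the whole cause. What stays open is a difference in RNA composition beyond these genes, which was not tested.

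A different X chromosome in the knockdown and control larvae would place more DEGs on X. There, 39 of 1569 tested genes were called, or 2.49%, against 249 of 8348 on the autosomes, or 2.98% (one-sided Fisher's exact test, p = 0.878), which argues against it for the DEGs as a set.

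*CG32641* was listed at 0 in the controls only, and its copy *CG32640* was not. The sum of both copies was 46.3, 60.2 and 47.3 FPKM in the controls and 73.03, 59.7 and 55.3 FPKM in the knockdown, a log2 difference of 0.29, and the groups overlapped. Reads that the quantification moved between the copies may thus explain at least part of the change in *CG32641*.

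Digestive serine proteases had a median log2 fold change of -0.54 over 28 genes (camera, adjusted p = 8.17e-11; fry, adjusted p = 0.0716). Among them, 9 had an adjusted p under 0.05 over all genes tested, 8 lower and 1 higher, and 14 passed when adjusted over the list alone. A lower share of gut tissue would lower the abundant members together. Of 23 members with a mean FPKM of at least 50, 7 lay more than 3 standard errors from the median of the list, 4 above and 3 below, where chance gives 0.393. *Jon65Aii* was higher in the knockdown, with a log2 fold change of 1.19, whereas *betaTry* and *Jon44E* (-1.98) were lower. These values argue against an equal loss of all gut transcripts. A smaller loss together with changes of single genes may remain, and reads shared between the near-identical trypsin genes were not tested.

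The salivary glue list pools *Sgs*, *ng* and *Eig71E* genes. It had a median log2 fold change of -0.64 over 16 genes (camera, adjusted p = 0.00588, and fry, adjusted p = 0.804). In this list, 2 genes passed over all genes tested and 2 when adjusted over the list alone. Both of these, *ng1* (0.88, adjusted p = 0.0262 from limma) and *ng3* (0.77, adjusted p = 0.0432), were higher in the knockdown, and no lower gene of the list passed. The list did not pass with median-of-ratios scaling (camera, adjusted p = 0.221) or quantile normalization (0.297), and over the alternatives the adjusted p ranged from 0.00149 to 0.804. The median was 0.39 without control replicate 3, 0.34 without knockdown replicate 2 and 0.24 with sample weights. In 3 of the 16 genes all knockdown libraries lay below all control libraries, and 5 were separated in either direction. These 3 were *Sgs1* (-2.88), *Sgs8* (-2.35) and *Sgs7* (-1.80), and among the tested *Sgs* genes only *Sgs4* (0.44) was higher. Chance gives 10%, but 33.5% of all tested genes were separated, so the pooled list shows no excess. The *Sgs* genes were not tested as a set of their own. The glue gene transcripts also differed widely within each group, such as *Sgs8* at 4305, 4882 and 1786 FPKM in the controls and 1317, 212 and 1014 FPKM in the knockdown. Some genes varied across the groups. *Eig71Ea* was at 94.4 FPKM in control replicate 3 and 27.2 FPKM in knockdown replicate 1, against 0.900 to 2.75 FPKM in the other libraries, and *Eig71Eb* at 28.1 and 6.29 FPKM against 0 to 0.290 FPKM. An effect of the knockdown on the lower genes and an earlier or later stage of the knockdown larvae cannot be told apart, because the libraries differed this widely within groups of 3 and the labels give the same age for all of them. Ecdysone response genes had a median of -0.34 over 16 genes (camera, adjusted p = 0.00602; fry, adjusted p = 0.804), with 0 genes passing in either adjustment and 2 genes at an unadjusted p under 0.05. This list did not pass with median-of-ratios scaling (camera, adjusted p = 0.153) or quantile normalization (0.143), and over the alternatives the adjusted p ranged from 2.47e-05 to 0.804. This median was 0.10 without knockdown replicate 2 and 0.06 without control replicate 3.

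Immune genes, with a list median of 0.54, were not higher because of immune activation in 1 knockdown library alone. With each library left out in turn, the median did not fall below 0.48. It rose to 1.39 without control replicate 3 (camera, adjusted p = 0.00864), whose values for this list lay among those of the knockdown libraries. Immune activation in that control library may have hidden part of a difference, and was not tested otherwise.

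Where the fold changes of Dataset S1 were smaller than those computed here, the excess rose with the spread between replicates. Across the 300 genes the Spearman rho of the excess with the within-group SD was 0.546, and it was 0.535 with the mean level held constant. This is a relation across genes, which are not independent replicates. It is consistent with a fold change in Dataset S1 that is smaller the larger the spread between replicates, and the authors' settings were not tested.

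Synapse genes among the DSGs were compared with sets of genes matched on the number of listed transcripts and on FPKM, because DSGs had a median of 9 listed transcripts and other genes 3. A synapse gene here is any gene with a term that contains the letters synap. The 57 DSGs held 15 synapse genes, and 10000 matched sets held 8 in the median and 3 to 13 in the central 95%. A share of 0.00700 of the matched sets held as many, which argues against many listed transcripts as the whole cause. Other features that make splicing easier to detect, such as transcript length, stay open.

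Dynactin and dynein subunits other than *Dctn1* had a median log2 fold change of 0.12 over 18 genes (camera, adjusted p = 0.288; fry, adjusted p = 0.0585), and -0.06 after median-of-ratios scaling. There were 0 DEGs, and 2 genes had an adjusted p under 0.05 over all genes tested and 2 when adjusted over the list alone. Muscle genes had a median of 0.13 over 16 genes (camera, adjusted p = 0.288; fry, adjusted p = 0.804), and -0.05 after median-of-ratios scaling, with 0 genes passing in either adjustment and 1 gene at an unadjusted p under 0.05. Without control replicate 3 the median was -0.053 and the list passed below the other genes (adjusted p = 6.53e-04), so that 1 library decides this call. Of 25 testis genes in the file, the 4 that were tested had a median of 0.52 (camera, adjusted p = 0.332; fry, adjusted p = 0.0212), or 0.038 with no filter, with 1 gene passing in either adjustment.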
